# Recurrent acquisition of cytosine methyltransferases into eukaryotic retrotransposons

**DOI:** 10.1038/s41467-018-03724-9

**Published:** 2018-04-09

**Authors:** Alex de Mendoza, Amandine Bonnet, Dulce B. Vargas-Landin, Nanjing Ji, Hongfei Li, Feng Yang, Ling Li, Koichi Hori, Jahnvi Pflueger, Sam Buckberry, Hiroyuki Ohta, Nedeljka Rosic, Pascale Lesage, Senjie Lin, Ryan Lister

## Abstract

Transposable elements are in a constant arms race with the silencing mechanisms of their host genomes. One silencing mechanism commonly used by many eukaryotes is dependent on cytosine methylation, a covalent modification of DNA deposited by C5 cytosine methyltransferases (DNMTs). Here, we report how two distantly related eukaryotic lineages, dinoflagellates and charophytes, have independently incorporated DNMTs into the coding regions of distinct retrotransposon classes. Concomitantly, we show that dinoflagellates of the genus *Symbiodinium* have evolved cytosine methylation patterns unlike any other eukaryote, with most of the genome methylated at CG dinucleotides. Finally, we demonstrate the ability of retrotransposon DNMTs to methylate CGs de novo, suggesting that retrotransposons could self-methylate retrotranscribed DNA. Together, this is an example of how retrotransposons incorporate host-derived genes involved in DNA methylation. In some cases, this event could have implications for the composition and regulation of the host epigenomic environment.

## Abstract (web summary)

Cytosine methyltransferases (DNMTs) often silence transposons in eukaryotic genomes. Here the authors describe the recurrent acquisition of DNMTs by transposons from two distantly-related eukaryotes and suggest that methylation of CG dinucleotides by transposon DNMTs could modify the host epigenome in dinoflagellates.

## Introduction

Genomic cytosine methylation (mC) has been shown to transcriptionally silence repetitive elements in many eukaryotes, including plants, algae, fungi and vertebrates. Given the disparity of lineages that share this trait, mC-dependent transposable element silencing has been suggested as one of the original roles of mC in eukaryotes, together with active gene body methylation^1, 2^. The enzymes responsible for mC deposition, the cytosine methyltransferases (from here on referred to as DNMTs), are diverse and ancient with many families tracing their origin to the last common eukaryotic ancestor^2, 3^. Distinct DNMT families can methylate different substrates (DNA or RNA) and in different local sequence contexts, predominantly at CG dinucleotides but also at CH (H=A, T or C) sites^4^. The sequence context of cytosine methylation has different regulatory outcomes in a lineage-specific manner. For instance, CHH and CHG trinucleotides mark plant transposable elements, while CG methylation is found on active gene bodies and on transposable elements^1^. In mammals, CG methylation is widespread but absent in most promoters and active regulatory elements, while CH methylation is anticorrelated with gene transcription and found in a restricted range of cell types^5^.

Ancient coexistence with DNMTs prompted transposable elements to evolve ways to escape from being targeted and subsequently methylated in order to remain active in host genomes^6^. Counterintuitively, two studies reported rare cases of cytosine DNMTs linked to reverse transcriptase domains^3, 7^, but did not determine whether these DNMTs belong to transposable elements. Here, we characterise how cytosine-specific DNMTs have been incorporated into distinct classes of retrotransposons independently. Moreover, we assess their functional activity and profile the epigenomic characteristics of their algal hosts that belong to the charophyte and dinoflagellate lineages.

## Results

### *Symbiodinium* has hundreds of DNMTs within retrotransposons

One of the most recent reports from this alleged DNMT-retrotransposon association comes from the genome of the dinoflagellate *Symbiodinium kawagutii*^7^, a member of a genus that plays a key role as coral symbionts^8, 9^. To confirm and characterise the structure of the DNMT-encoding genes, we used a combined genome annotation approach based on RNA-seq and ab initio intronless gene models, revealing that DNMT’s in *Symbiodinium* species are two orders of magnitude more abundant in copy number than observed in any other eukaryote (Fig. 1a). 

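*S. kawagutii*, a dinoflagellate from a genus known for coral symbionts, was cultured for 48 h at 25 °C or at 32 °C. RNA from 1 culture at each temperature was sequenced as single-end stranded RNA-seq. No replicates are available at either temperature. The reads were mapped by the authors to the published genome assembly and assembled into transcripts with Stringtie, and the coding regions of transposable elements were annotated separately with a mode of Augustus that predicts intronless genes. Each library was then quantified by the authors with Kallisto 0.42.3, a program that assigns reads to target sequences and divides reads that fit several targets between them, against the best single isoform of each Stringtie gene together with the transposable element coding regions. The deposited values are estimated counts, which need not be whole numbers, and TPM, the abundance measure that also corrects for target length, for 72100 targets, the same in both libraries. By their identifiers, 67497 targets are Stringtie transcripts, with a median length of 589 bases, and the remaining 4603 were taken as the transposable element coding regions, with a median length of 6378 bases. The identifiers do not state which coding regions carry a DNMT or to which class an element belongs, so the elements were analysed together. The estimated counts summed to 59257997 at 25 °C and 59503946 at 32 °C. At these depths, the smallest share of a library that can be shown (3 counts) is 5.06e-06% at 25 °C and 5.04e-06% at 32 °C. TPM divides each estimated count by an effective length, which is a shortened target length, and the files differ in this respect. The shortening also varied between targets of 1 library. At 25 °C a target of 3021 bases had an effective length of 2852.33, and a target of 15877 bases had 15047.2. How the effective lengths were set is not stated. For long targets without reads, the effective length was shorter than the target by a median of 249 bases at 25 °C and by 204.47 bases at 32 °C. These medians do not hold for short targets. MSTRG.500.1, with 202 bases and no reads at 25 °C, had an effective length of 27.26 there. Transcript levels within 1 library are given as TPM, as in the paper, and levels at the 2 temperatures are compared both as TPM and as estimated counts scaled by effective library sizes from edgeR's TMM method (factors 1.015 at 25 °C and 0.985 at 32 °C). Because the Stringtie transcripts were assembled from these same libraries, some expression of them is built into the set, whereas the transposable element coding regions were predicted from the genome sequence.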

Some DNMT-encoding genes are archetypal *Symbiodinium* genes^10^: very long (*S. kawagutii* median 11.2 kb, *S. minutum* 8.2 kb), with short exons (median *S. kawagutii* 65 bp, *S. minutum* 68 bp), and in a head-to-tail orientation with surrounding genes (Fig. 1b). However, the vast majority of DNMTs are found in intronless genes (>90%). Exon-rich DNMT-encoding genes also show higher transcript levels compared to the intronless DNMTs, the majority of which are silent (Fig. 1c).

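In the 25 °C library, 4051 of the 4603 transposable element coding regions (88.0%) had no estimated counts, and 24 of them (0.52%, Wilson 95% confidence interval 0.35 to 0.77%) exceeded 0.5 TPM. The intronless DNMT genes cannot be picked out of this set by identifier, so as far as they are among these coding regions, at most 24 of them exceeded that level. The exon-rich DNMT genes cannot be told from the other Stringtie transcripts either. Across all 67497 Stringtie transcripts the median level was 6.58 TPM (interquartile range 3.13 to 14.17), and 66567 of them (98.6%, Wilson 95% confidence interval 98.5 to 98.7%) exceeded 0.5 TPM. The mean of log2(TPM + 1) was 3.06 for Stringtie transcripts and 0.013 for transposable element coding regions, a difference of 3.04 (permutation test across targets with 100000 resamples, p = 1e-05, the smallest that this number of resamples can give). Targets of 1 library are not independent replicates, and Stringtie transcripts are in the set because reads assembled into them. Positions are not given, so Stringtie transcripts that overlap an element, and could take its reads, cannot be set apart. The coding regions are also longer (median 6378 against 589 bases), and TPM is lower where only part of a target is transcribed. With a pseudocount of 0.01 in place of 1, the difference in means was 9.18, the largest shift among the settings tried. The paper reports the comparison for DNMT genes alone in Fig. 1c.

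**Figure D1:**
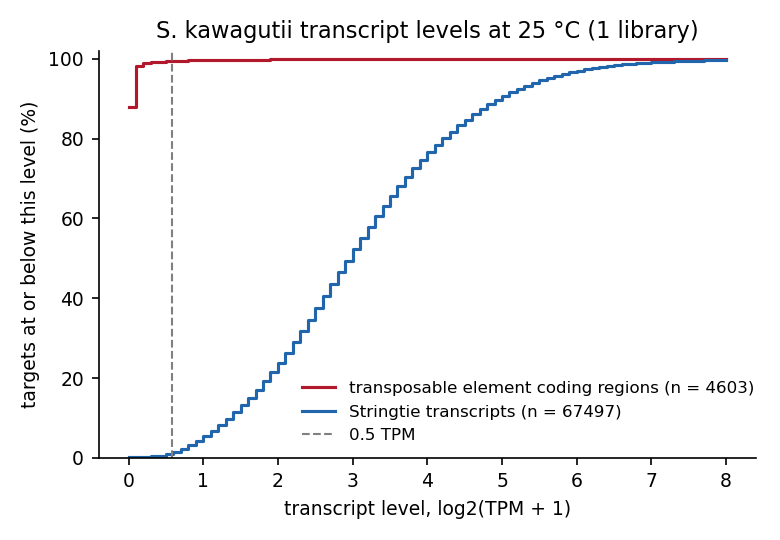
Cumulative distribution of transcript levels in the *S. kawagutii* 25 °C library (1 library). The horizontal axis is log2(TPM + 1), the vertical axis the percentage of targets at or below that level, the red line the 4603 transposable element coding regions, the blue line the 67497 Stringtie transcripts and the dashed line 0.5 TPM. The red line starts at 88.0% because that share of coding regions had no estimated counts, and 0.52% of them lie to the right of the dashed line, against 98.6% of the Stringtie transcripts.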

**Fig. 1:**
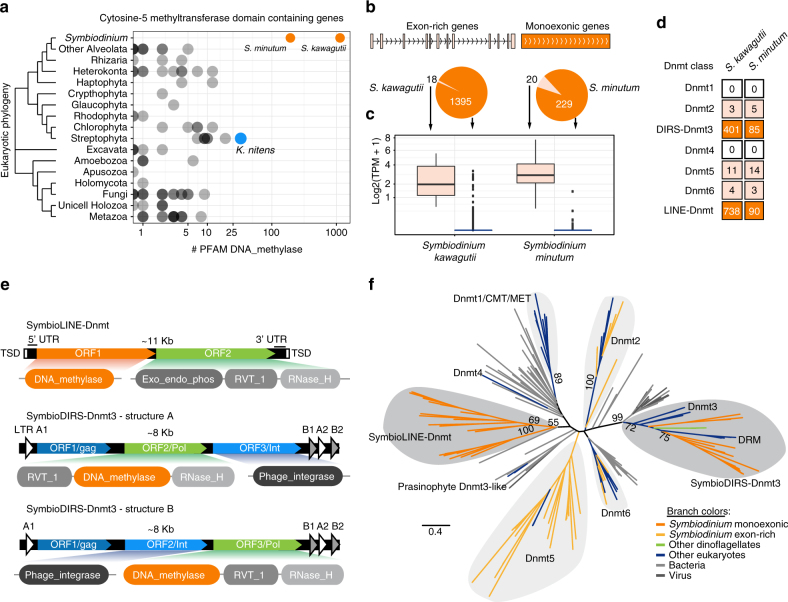
*Symbiodinium* genomes encode hundreds of DNMTs. **a** Number of DNMT genes encoded in eukaryotic lineages based on a data set of 96 genomes (Supplementary Data 1). Each dot corresponds to the number of genes containing a DNMT domain (PF00145, DNA_methylase) in a given genome. **b** Proportion of distinct DNMT gene architectures in *Symbiodinium*, pale shade for exon-rich, darker shade for monoexonic. **c** Transcriptional level of DNMT-encoding genes according to gene architecture in *Symbiodinium*. Boxplot centre lines are medians, box limits are quartiles 1 (Q1) and 3 (Q3), whiskers are 1.5 × interquartile range (IQR) and points are outliers. **d** Classification of DNMTs in *Symbiodinium* genomes, showing number of copies per family. Colour code reflects the type of gene architecture for each family: pale shade = exon-rich, darker shade = monoexonic. **e** Structure of *Symbiodinium* retrotransposons that encode for DNMTs and domain architectures of the open reading frames (ORFs). Domains named as in Pfam searches: Exo_endo_phos (PF03372) is an endonuclease domain, RVT_1(PF00078) is a reverse transcriptase, RNase_H (PF00075) is a RNase type H and Phage Integrase (PF00589) is a tyrosine recombinase. SymbioLINE-Dnmt show flanking tandem site duplications (TSD), conserved 5′ and 3′ UTR regions and lack Poly-A tails. SymbioDIRS-Dnmt3 show two sets of LTRs (represented by triangles A and B) in an arrangement typical of DIRS retrotransposons: A-coding region-B-A-B. **f** Maximum likelihood phylogenetic tree of a representative group of eukaryotic, bacterial and *Symbiodinium* DNMTs. Hundred parametric bootstrap replicates are shown as nodal supports for selected groups. Colour code indicates sequence taxonomic affiliation of each branch as shown in legend

To assess the diversity of *Symbiodinium* DNMTs, we classified them into the established eukaryotic DNMT classes^11^. Using phylogenetic reconstruction of all *Symbiodinium* DNMT exon-rich genes, we could not find members of the well-characterised Dnmt1 and Dnmt3 families, responsible for maintenance and de novo methyltransferase activity in other eukaryotes^4^. However, we identified several paralogues of Dnmt5, Dnmt6 and the tRNA methyltransferase Dnmt2 families (Fig. 1d, f). Unlike in other eukaryotes, most of these *Symbiodinium* DNMTs do not encode for any additional known protein domains (Supplementary Fig. 1). By screening the available transcriptomes of other dinoflagellates, we found that this repertoire of expressed DNMTs is not unique to *Symbiodinium*, but rather is relatively well conserved across the lineage (Supplementary Fig. 2). Interestingly, two dinoflagellate species express Dnmt3 orthologs (Fig. 1f and Supplementary Fig. 2), which indicates that Dnmt3 was ancestrally present in dinoflagellates. These two Dnmt3 transcripts lack additional domains beside the DNMT. Together, this reveals that dinoflagellates express a set of DNMTs unlike that of any other eukaryote, simplified in protein domain architecture but diversified in copy number.

In contrast to exon-rich DNMTs, *Symbiodinium* intronless DNMTs belong either to a Dnmt3 family or to an orphan lineage of *Symbiodinium*-specific DNMTs. The expanded intronless DNMT families are not retrocopies of transcribed genes, but are embedded in retrotransposon coding regions. The *Symbiodinium*-specific DNMTs are mostly found in an open reading frame (ORF) upstream of another ORF encoding a reverse transcriptase (Fig. 1e, SymbioLINE-Dnmts). Their architecture is typical of long interspersed nuclear element (LINE) retrotransposons, but no LINEs described to date encode a DNMT in its ORF1^12^. In contrast, the Dnmt3 DNMTs are found in retrotransposons structurally similar to DIRS (*Dictyostelium* intermediate repeat-sequence) retrotransposons (Fig. 1e, SymbioDIRS-Dnmt3). Previously, adenine methyltransferases similar to bacterial Dam N6A methylases had been identified in retrotransposons of the DIRS class^13–15^. However, Dam-like adenine methyltransferases are structurally unrelated to cytosine DNMTs and are rarely encoded by native eukaryotic genes^3^. Unlike LINEs, DIRS retrotransposons have two long terminal repeats (LTRs) flanking the coding sequences^13^. In SymbioDIRS-Dnmt3, the DNMT domains are found in the *Pol* polyprotein, sharing an ORF with the reverse transcriptase. A separate ORF encodes a tyrosine recombinase characteristic of DIRS retrotransposons, responsible for the integration of the retrotranscribed cDNA into the genome. Surprisingly, two distinct SymbioDIRS-Dnmt3 structures coexisting in *Symbiodinium* genomes, which differ by having distinct orders of domains within the *Pol* polyprotein and shuffled ordering of the integrase and the *Pol* ORFs. Notably, all three structurally distinct families of *Symbiodinium* retrotransposons encode functionally conserved key amino acid positions in the DNMT (Supplementary Fig. 3). SymbioDIRS-Dnmt3 sequences cluster within the clade of eukaryotic Dnmt3 (Fig. 1f) together with two transcripts from other dinoflagellate species, supporting their eukaryotic origins as they do not cluster with viral or bacterial sequences. However, a yet to be sequenced virus might have been the origin of the DNMTs from both SymbioLINE-Dnmt and SymbioDIRS-Dnmt3, as DNA transposons encoding a DNMT have been identified in marine viruses^16^. Nevertheless, given the current evidence, our data suggest that native Dnmt3 genes were lost after being acquired by retrotransposons in the lineage that gave rise to *Symbiodinium*.

### *Symbiodinium* DNMT-retrotransposons are old and active

To understand the evolutionary dynamics of these unique retrotransposons within *Symbiodinium* genomes, we constructed phylogenetic trees using the reverse transcriptase domain sequences. This revealed that many SymbioLINE-Dnmt clades feature sequences from all four *Symbiodinium* species, while others are species-specific, indicating that the common ancestor of the *Symbiodinium* genus already possessed various members of this retrotransposon family (Fig. 2a). Additionally, we observe complete copies in all major clades, indicating this is not the result of a recent massive burst of replication of a single copy, but rather many distantly related subfamilies being retro-transcriptionally active. In the case of SymbioDIRS-Dnmt3, we observe a similar pattern, with sequences from all species being intermingled within various clades (Fig. 2b), suggesting ancestral diversity. Moreover, we find that the two different architectures of SymbioDIRS-Dnmt3 are distantly related, indicating that both retrotransposons have independently acquired the Dnmt3 domain into their *Pol* ORF. Comparing the reverse transcriptase phylogenies to the phylogenetic tree of the DNMT domain, we observe congruent topologies (Supplementary Fig. 4), indicating that the acquisition of DNMT domains occurred early on in the evolution of both SymbioDIRS-Dnmt3 retrotransposon structures. Thus, the three *Symbiodinium* DNMT-bearing retrotransposon families are ancestral and show multiple active subfamilies.

**Fig. 2:**
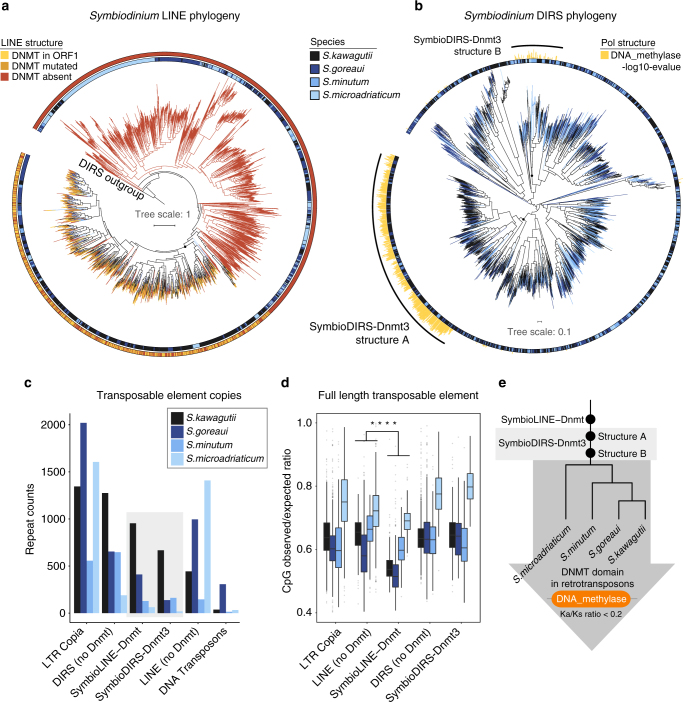
DNMT-retrotransposon evolutionary dynamics in *Symbiodinium*. **a** Maximum likelihood phylogenetic tree based on the ORF2 of *Symbiodinium* LINE retrotransposons, rooted using DIRS reverse transcriptases as an outgroup. The internal circle indicates species affiliation of each sequence and the outer circle indicates the architecture of the LINE element. DNMT mutated indicates that there are premature stop codons in ORF1 or ORF2. DNMT absent implies that there is no evidence of upstream ORF1 encoding a DNMT. **b** Maximum likelihood phylogenetic tree based on *Pol* ORF (retrotranscriptase and RNase_H domains) of DIRS-like retrotransposons. The inner circle indicates species affiliation and the barplot indicates the degree of DNMT conservation based on a hmmsearch alignment *e*-value. **c** Number of transposable element copies in each *Symbiodinium* species. **d** Comparison of the CG observed/expected ratio across all *Symbiodinium* retrotransposon types. SymbioLINE-DNMTs have fewer CGs than the rest (asterisks represent Wilcoxon one-sided rank-sum test *p* < 0.01) of retrotransposons in all four species, while SymbioDIRS-Dnmt do not show a significant difference when compared to DIRS elements without DNMT (*p* > 0.01). Boxplot centre lines are medians, box limits are quartiles 1 (Q1) and 3 (Q3), whiskers are 1.5 × interquartile range (IQR) and points are outliers. **e** Schematic species tree of *Symbiodinium* species showing the evolutionary origins of DNMT encoding retrotransposons in this lineage and the subsequent conservation of DNMT domain as shown in Supplementary Figs. 8 and 9. Phylogenetic relationships between *Symbiodinium* species is based on previous publications^24, 38^

*Symbiodinium* genomes encode other transposable elements besides SymbioLINE-Dnmt and SymbioDIRS-Dnmt3 (Fig. 2c and Supplementary Fig. 5). For example, there are DIRS and LINE elements lacking DNMTs (Fig. 2c). Therefore, ancestral forms of both families co-exist with their DNMT version. Noteably, the frequency of LINE retrotransposons in *Symbiodinium* genomes is similar to that observed in some vertebrates^17^, which likely facilitated the ancestral co-option of the DNMT domain. However, the most abundant retrotransposons in *Symbiodinium* genomes belong to the LTR Copia superfamily^18^, which lacks any DNMT domain. When restricting the search for recent copies, all types of retrotransposons show similar expansion dynamics, some new and actively expanding lineages but a majority of divergent lineages (Supplementary Fig. 6a, b). Furthermore, analysing the expansion of specific subfamilies of DNMT and non-DNMT encoding retrotransposons, we found that both showed similar patterns of expansion (Supplementary Fig. 6c). This indicates that encoding a DNMT is not required in order to be retro-transcriptionally active in *Symbiodinium* genomes. All transposable elements show similar insertion distribution in *S. kawagutii*, mostly found in introns and intergenic regions and distributed across many scaffolds (Supplementary Fig. 7a, b).

The recurrent acquisition of DNMTs into retrotransposons suggests a role of this domain during the retrotransposition process, likely involved in methylation of cytosines of the retrotranscribed copy. However, given that methylated cytosines in CG dinucleotides are prone to deamination into thymine, there would be an expected compositional bias against CG dinucleotides in some of these retrotransposons if self-methylation during retrotransposition was occurring. To test this, we calculated the observed versus expected ratio of CG dinucleotides in retrotransposon sequences, revealing that only SymbioLINE-Dnmts show a significantly reduced frequency of CG dinucleotides compared to whole genome or to *Symbiodinium* LINEs lacking DNMT domains (Fig. 2d and Supplementary Fig. 7c, d, e). This observation holds for recently duplicated retrotransposons (Supplementary Fig. 7c), This suggests that C-to-T increased mutability could be affecting CG dinucleotides in SymbioLINE-Dnmts, indicating that active RNA or cDNA methylation is occurring in SymbioLINE-Dnmt. However, other causes such as biased mismatch repair and specific targeting by host DNMTs could also be responsible for the CG dinucleotide depletion of SymbioLINE-Dnmts.

To test whether the DNMT domain has potentially advantageous roles for the retrotransposons, we calculated the ratio between non-synonymous substitutions (Ka) and synonymous substitutions (Ks) of the DNMT domain for copies of SymbioLINE-Dnmt and SymbioDIRS-Dnmt3 belonging to the same species. In all versus all comparison, a majority of DNMT sequences show significant levels of purifying selection (Ka/Ks < 0.2), usually showing saturated synonymous substitution rates (Supplementary Fig. 8). The Ka/Ks ratios for the reverse transcriptase domain of the same retrotransposons showed similar levels of purifying selection, indicating that both domains are conserved at similar ratios (Supplementary Figs. 8 and 9a). In addition, when comparing retrotransposon DNMT sequences belonging to different lineages to the closest ortholog of another species, the DNMT domain also shows significant purifying selection (Ka/Ks < 0.2) (Supplementary Fig. 9b). This reveals that many lineages of retrotransposons have actively conserved the DNMT domains after diverging from the original copies in the last common ancestor of the *Symbiodinium* genus and within species-specific diversifications (Fig. 2e).

Some of the transposable element families bearing a DNMT are actively transcribed (Supplementary Fig. 10a). 

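Both elements displayed in Supplementary Fig. 10b and c have a matching target. The SymbioDIRS-Dnmt3 copy of Supplementary Fig. 10b was matched to blast2_157, the only target whose identifier ends in the number of that element, with a length of 7926 bases. It had 9802.94 estimated counts and 6.49 TPM in the 25 °C library (no replicates), which placed it at rank 2 of the 4603 transposable element coding regions. The SymbioLINE-Dnmt copy of Supplementary Fig. 10c corresponds to g11480:g11481, with a length of 10046 bases, and had 1272.77 estimated counts and 0.67 TPM (no replicates), at rank 20. Compared with the Stringtie transcripts of the same library, blast2_157 lay above 49.5% of them and g11480:g11481 above 2.6%. Neither estimated count is a whole number in both libraries, so part of the reads of each fitted other targets too and was divided by Kallisto. At 32 °C these elements had 13.22 and 1.71 TPM and ranked 2 and 18. For its statement that some DNMT-bearing families are transcribed, the paper cites the ranking in Supplementary Fig. 10a.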

Interestingly, the transcription of SymbioDIRS-Dnmt3 is biased towards the 5′ region of the element, not covering the *Pol* or the recombinase ORFs (Supplementary Fig. 10b, d). In contrast, SymbioLINE-Dnmt shows transcription biased towards the 3′ end, overlapping ORF2 and the 3′ UTR (Supplementary Fig. 10c, d). Thus, despite most DNMT retrotransposons being silent, some are still partially transcriptionally active. 

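Transcription of the 4603 transposable element coding regions was concentrated in few of them. The 10 coding regions with the highest TPM at 25 °C accounted for 57.4% of the summed TPM of all elements and for 65.2% of their estimated counts, and the 24 above 0.5 TPM for 78.4% and 81.7%. All elements together received 105075 estimated counts, or 0.177% of the library. A further 436 coding regions had at least 5 estimated counts without reaching 0.5 TPM, and 4051 had none. The number called transcribed therefore varied most with the criterion, from 24 coding regions above 0.5 TPM to 460 with at least 5 estimated counts. A coding region without counts is not shown to be silent below the 3 counts that this depth can show. These numbers cover DNMT-bearing and other elements together, since the identifiers do not separate them. The paper draws its conclusion on partial activity from the transcripts that cover only part of the displayed elements in Supplementary Fig. 10b to d. Coverage along an element was not analysed here.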

As non-specific reverse transcriptase activity can give rise to host gene retrocopies^19^, similarly, accidental uncontrolled transcription and non-specific activity of some of the hundreds of retrotransposon DNMTs encoded in the genome could affect the composition of the host methylome.

### *Symbiodinium* features unique patterns of cytosine methylation

To characterise the composition of the *Symbiodinium* DNA methylomes, we performed whole-genome bisulfite sequencing by MethylC-seq on *S. kawagutii* and *S. minutum*. We sequenced two samples for each species at different temperature conditions, as thermal-related stress is key in the symbiotic relationship to the coral host^8^. Global cytosine methylation levels were similar across samples of the same species, indicating minimal effect of thermal stress on global methylation levels (Fig. 3a). Despite *S. kawagutii* and *S. minutum* exhibiting a 10% difference of global methylation levels, in both species most methylation occurs at CG dinucleotides, at global levels as high as that observed in the mouse or human genome (~70%)^8^. However, in contrast to mammals, the distribution of relative methylation levels at single CG sites is unimodal rather than bimodal, with most CGs showing medium to high methylation (mCG/CG > 0.2), and less than 0.1% of CGs being completely unmethylated compared to ~3.7% in humans (Fig. 3b). At the single read level, most reads are completely methylated, but some have intermediate levels or stretches of unmethylated CGs, indicating a high degree of cell-to-cell heterogeneity (Fig. 3c). Another characteristic of CG methylation in most eukaryotes is its symmetry^11^, where the methylation levels of the cytosine on both strands of the CG are highly correlated. In *Symbiodinium*, we found low correlation of the methylation level between symmetric Cs in CG sites (Supplementary Fig. 11a), strengthening the case for cell heterogeneity. Cell heterogeneity could reflect different replication time points or hidden life cycle phases among cells in culture. Overall, these methylation patterns suggest that hypermethylation is the default state for CG sites, with inherent heterogeneity in single cells at most CG sites. Lack of strict methylation maintenance due to absence of Dnmt1 suggests a non-specific but rapid accumulation of methylation at CGs after genome replication.

**Fig. 3:**
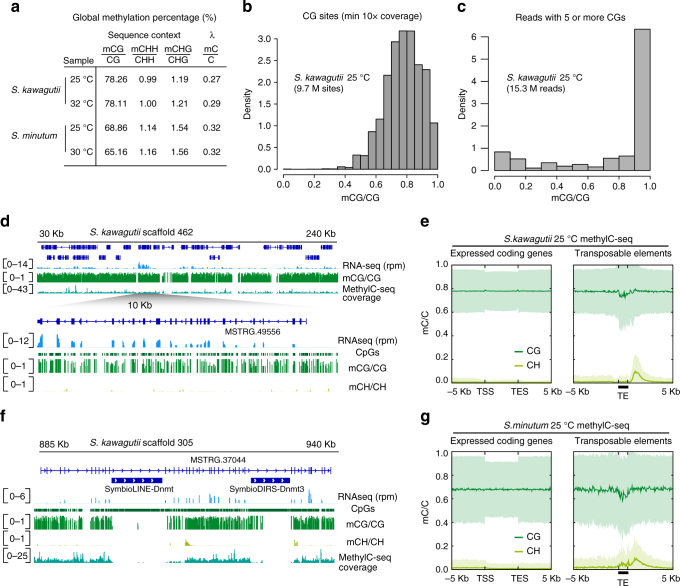
Widespread CG and localised CH methylation in *Symbiodinium*. **a** Percentage of methylated cytosines in distinct sequence contexts in four MethylC-seq libraries. H represents any base but a G. The lambda genome methylation indicates the bisulfite non-conversion rate for each library. **b** Unimodal distribution of methylation levels (the ratio of C base calls to total base calls) on individual CG sites with high coverage (≥10 reads) in *S. kawagutii* 25 °C culture sample. **c** Methylation level of mapped reads with ≥5 CGs in *S. kawagutii* 25 °C culture sample. **d** Genome browser display showing the profile of methylation on genes expressed at different levels in a single scaffold. rpm reads per million. **e** Methylation profiles in CG and CH contexts on *S. kawagutii* genes and transposable elements. Mean (thick line) and standard deviation (shade) methylation levels for each relative position around genomic features. **f** Genome browser display demonstrating CH methylation enrichments on 3′ end of silent DNMT encoding retrotransposons found in introns of an expressed gene. **g** Methylation profiles in CG and CH contexts on *S. minutum* genes and transposable elements. Line represents mean and pale shade represents standard deviation. TSS transcriptional start site, TES transcriptional end site, TE transposable element

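The gene labelled in Fig. 3d has the target MSTRG.49556.1, a Stringtie transcript of 1519 bases. In the *S. kawagutii* 25 °C library it had 4972 estimated counts and 18.15 TPM (no replicates), a level above that of 81.1% of the 67497 Stringtie transcripts. The level of Stringtie transcripts in this library ranged widely around a median of 6.58 TPM, with a lower quartile of 3.13 and an upper quartile of 14.17 TPM. At 32 °C the same gene had 4500 estimated counts and 24.87 TPM (no replicates). Its log2 fold change was −0.11 from TMM-scaled counts and changed sign to 0.45 from log2(TPM + 0.1), the setting that moved it most. The methylation levels drawn in Fig. 3 are not in the files analysed here.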

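The expressed gene of Fig. 3f has the target MSTRG.37044.1, a Stringtie transcript of 1528 bases. It had 2486 estimated counts and 8.96 TPM in the 25 °C library, above 60.9% of the 67497 Stringtie transcripts, and 2769 estimated counts and 15.49 TPM at 32 °C (no replicates at either temperature). All of these estimated counts are whole numbers, as when no read is shared with another target. Its log2 fold change from 25 °C to 32 °C was 0.19 from TMM-scaled counts and 0.78 from log2(TPM + 0.1), the setting that moved it most. The retrotransposons inside its introns are not linked to a target by the identifiers, and their methylation was not analysed here.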

In terms of impact on gene regulation, CG methylation is homogeneous across the *Symbiodinium* genome and it does not correlate with transcription (spearman *r* = −0.03). Similar CG methylation levels are observed on genes with distinct expression levels or on transposable elements (Fig. 3d, e, g). Furthermore, there is no depletion of methylation in promoters, which is typical of most eukaryotes with highly methylated genomes (e.g., *Chlorella* or vertebrates)^20, 21^. Testing for localised differentially methylated regions (DMRs) between samples did not identify any significant DMRs, which further strengthens the hypothesis of CG hypermethylation as a default state not being specifically maintained nor locally regulated.

In contrast to CG methylation, methylation in the CH sequence context was low (mCH/CH ~1%) (Fig. 3a). Unlike in plants and other algae^11^, there is no difference between CHH and CHG methylation levels, which suggests a lack of specificity towards CHG trinucleotides (Fig. 3a). CH methylation is clearly enriched on transposable elements, biased towards the 3′ ends (Fig. 3e, f, g). 

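Of the 4603 transposable element coding regions of *S. kawagutii*, 24 exceeded 0.5 TPM in the 25 °C library (no replicates), the threshold used in the paper. The paper also required a mean coverage above its minimum in the MethylC-seq data, a step that cannot be repeated because methylation values are not in the files analysed here, so the 24 are counted before that filter. Their estimated counts ranged from 173 to 13097, and an element with the median number of counts per TPM reaches 0.5 TPM at about 706 estimated counts, well above the sampling limit of the library. In the 32 °C library, 33 coding regions exceeded 0.5 TPM, among them all 24 of the 25 °C library, and 9 exceeded it only there. With the effective lengths of the 25 °C library applied to the 32 °C library, a setting chosen after seeing the data, the number at 32 °C was 24. With a threshold of 1 TPM the number at 25 °C was 18, with 0.1 TPM it was 64, and it moved most, to 460, when at least 5 estimated counts took the place of the TPM threshold.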

When filtering for transcribed transposable elements (>0.5 trancripts per million) with sufficient coverage (mean >2 × per C), we observe that most lack 3′ CH methylation enrichment (10/15), indicating that CH methylation is usually lacking in the few active copies in the *S. kawagutii* genome. Variability of CH methylation levels is also dependant on transposable element class, but independent of the presence of a DNMT in its coding region (Supplementary Fig. 12a, b). Despite CH methylation levels being typically lower than at CG sites, they are positionally conserved across samples (Supplementary Fig. 11b, c). Thus, CH methylation, despite occurring much less frequently than CG methylation, appears to be primarily targeted to transposable elements.

Together, these results demonstrate that *Symbiodinium* has highly divergent methylation patterns compared to other eukaryotes, which might reflect a convoluted evolutionary history of co-adaptation between the host epigenome and the retrotransposons bearing DNMTs.

### Independent Dnmt3 acquisition in charophyte retrotransposons

To test if our observations in *Symbiodinium* are unique in eukaryotes, we focused on the third eukaryotic genome encoding higher number of DNMTs in our survey, the charophyte *Klebsormidium nitens* (Fig. 1a). *K. nitens* is a filamentous alga closely related to land plants, which shows many molecular similarities to its land multicellular relatives^22^. To assess the level of conservation of the plant methylation enzymes, we classified the repertoire of DNMTs in *K. nitens* (Fig. 4a, b). As expected, its repertoire is similar to that of land plants, but unexpectedly, *K. nitens* shows an expansion of Dnmt3 DNMTs (Fig. 4a, b), which unlike plant Dnmt3-related domains rearranged methyltransferases (DRM), do not show any rearrangement in the DNMT domain. Although one of the *K. nitens* Dnmt3 enzymes is a multi-exonic gene and clusters with metazoan and bryophyte sequences, the rest of the sequences cluster in a more divergent clade and lack introns. These Dnmt3-related DNMTs are incorporated into the *Pol* polyprotein ORF of a LTR Gypsy retrotransposon (Fig. 4c, KnitGypsy-Dnmt3) and show conserved key functional amino acids (Supplementary Fig. 13a). Moreover, the DNMT domains across distinct copies of KnitGypsy-Dnmt3 show evidence for purifying selection (Ka/Ks < 0.2, Supplementary Fig. 13b), suggesting that they are actively conserved. LTR Gypsy retrotransposons are distantly related to DIRS or LINE retrotransposons (Supplementary Fig. 14a), thus there is no relationship with the *Symbiodinium* retrotransposons. These data reveal an independent acquisition of Dnmt3-DNMTs by Gypsy retrotransposons in the *K. nitens* lineage.

**Fig. 4:**
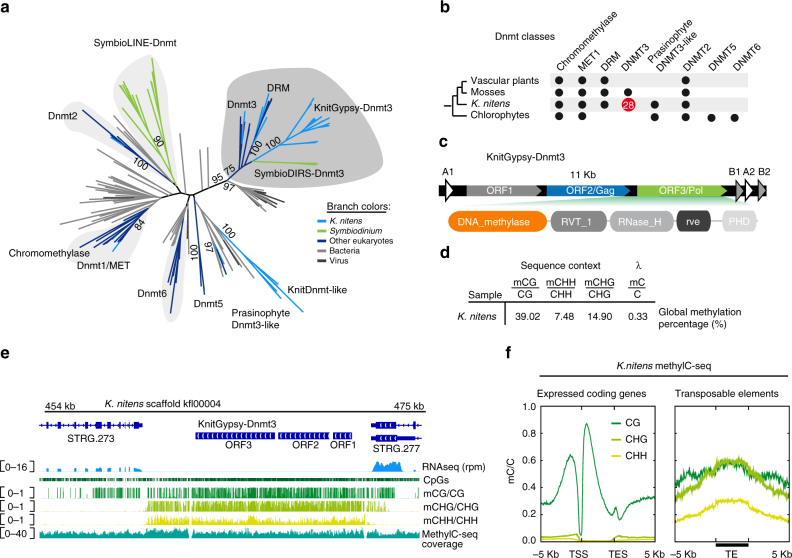
Independent Dnmt3 acquistion into *K. nitens* retrotransposons. **a** Maximum likelihood phylogenetic tree of eukaryotic DNMTs including *K. nitens* orthologs. **b** Distribution of DNMT classes in the viridiplantae, in red copy number of Dnmt3 found in *K. nitens*. **c** Structure of *K. nitens* retrotransposons that encode for DNMTs and domain architectures of the ORFs. The structure of repeats is the same as that of a DIRS retrotransposon, but the domain composition is typical of Gypsy retrotransposons. **d** Percentage of methylated cytosines in distinct sequence contexts in *K. nitens* MethylC-seq library. **e** Genome browser display showing the profile of cytosine methylation in CG, CHH and CHG contexts on KnitGypsy-Dnmt3 retrotransposons. rpm reads per million. **f** Methylation profiles in CG, CHH and CHG contexts on *K. nitens* genes and transposable elements. Line represents mean and pale shade represents standard error of the mean. TSS transcriptional start site, TES transcriptional end site, TE transposable element

To test if independent evolution of Dnmt3-encoding retrotransposons could be linked to similarly derived cytosine methylation patterns, we profiled the *K. nitens* methylome. Unlike *Symbiodinium*, the global methylation patterns were similar to that of land plants, with a preference for CG methylation and relatively high levels of CHH and CHG methylation (Fig. 4d). CG methylation was particularly enriched in active gene bodies and excluded from the promoter regions (Fig. 4e, f). As in plants, CG gene body methylation is positively correlated with gene expression level (spearman *r* = 0.427, Supplementary Fig. 14b, c, d). Both CHH and CHG methylation are found on silent transposable elements, for instance on copies of KnitGypsy-Dnmt3 (Fig. 4e), but not in the multi-exonic version of *K. nitens* Dnmt3 (Supplementary Fig. 14e). Although *Symbiodinium* and *K. nitens* have evolved DNMT-encoding retrotransposons, their methylomes have not evolved similar characteristics. However, in both cases, CH methylation appears to be involved in transposable element targeting, while CG methylation is targeting active gene bodies and silent transposons alike. Therefore, the ability of retrotransposons to methylate DNA in a specific sequence context indicates how they may interact with the host epigenome.

### Retrotransposon DNMTs can catalyse de novo CG methylation

To examine the functional conservation of the retrotransposon DNMTs, we expressed a DNMT from each retrotransposon class in *Saccharomyces cerevisiae*. Budding yeast lacks native cytosine DNA methylation, yet their DNA can be methylated experimentally, and is therefore an ideal model for in vivo methylation^23^. Given that all DNMTs are present in large and diverse multi-domain proteins that could affect their affinity for DNA, we cloned each isolated DNMT catalytic domain fused with a nuclear localisation signal (NLS) and an HA epitope (Fig. 5a). We conditionally expressed the transgenes and isolated the DNA of the cells in the stationary phase (Supplementary Fig. 15a). Profiling the levels of mC in each yeast strain, we confirmed that the negative controls (empty vector and tRNA methyltransferase DNMT2) did not show any methylation (Fig. 5b and Supplementary Fig. 15b). Conversely, the human DNMT3A DNMT domain was able to induce methylation in the CG context, both in the yeast genome and in the episomal plasmid (Fig. 5b). The difference between methylation levels in both DNA compartments might be due to the high copy number and likely distinct chromatin landscape of the episomal plasmids (Supplementary Fig. 15c). Among the tested DNMTs, we could detect induced de novo methylation by DNMTs of the SymbioDIRS-Dnmt3 retrotransposons (Fig. 5b). Interestingly, both distantly related copies have the ability to methylate de novo CGs. Both SymbioDIRS-Dnmt3 copies and DNMT3A methylate CG asymmetrically (Supplementary Fig. 15d), and methylated sites do not show any sequence preference besides the CG dinucleotide (Supplementary Fig. 15e). The lack of de novo methylation observed for the SymbioLINE-Dnmt and KnitGyspsy-Dnmt3 DNMTs is inconclusive, given that, despite being translated (Supplementary Fig. 15f), the human DNMT3B was also unable to induce de novo methylation. Lack of required host-specific co-factors, improper folding or incorrect subcellular localisation could explain the lack of activity of those DNMTs. Together, this demonstrates that some retrotransposon-encoded DNMTs are functionally active on DNA and can methylate CG dinucleotides.

**Fig. 5:**
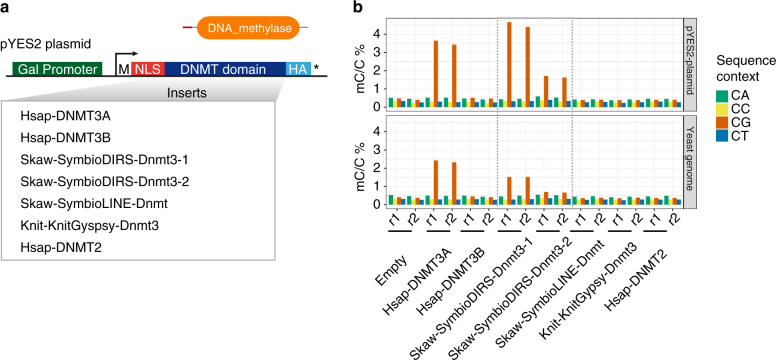
De novo methylation of CGs by retrotransposon-encoded DNMTs. **a** Schematic representation of the pYES2 construct and the list of DNMT domain inserts tested. M starting methionine, NLS nuclear localisation signal, HA human influenza hemagglutinin tag, Hsap *Homo sapiens*, Skaw *S. kawagutii*, Knit *K. nitens*. **b** Methylation induction in pYES2-DNMT-expressing yeast lines measured in duplicates (r1 and r2) as a percentage of mC calls against all Cs in each of the four dinucleotide sequence contexts. Independent measures of methylation levels reported for the episomal pYES2 construct and the native yeast genome. Data for the non-conversion for each experiment (spiked-in lambda genome) is in Supplementary Fig. 15b

## Discussion

Here, we report an unprecedented example of divergent retrotransposons that have recruited host genes involved in cytosine methylation in two distantly related lineages of eukaryotes. The origin of these retrotransposons could be linked to the host-specific patterns of DNA methylation. In the striking case of *Symbiodinium*, given the demonstrated ability of SymbioDIRS-Dnmt3 DNMTs to methylate CGs and the pervasive transcription of these retrotransposons, it is reasonable to speculate that ubiquitous CG methylation in the *Symbiodinium* genome could be a response of the host to uncontrolled retrotransposon DNMT methylation. If locally restricted regions of the genome would require lack of methylation for proper regulation, such as most eukaryotic promoters, undesired retrotransposon-derived methylation, and its maintenance through Dnmt1, could have detrimental effects on the host fitness. This could explain why some basic functions of cytosine methylation have been lost in this lineage through methylation of all CGs as the default state, which would represent an inverse case to the loss of DNA methylation observed in some other species such as *Drosophila* and *C. elegans*. However, the methylation patterns observed in *Symbiodinium* genomes are likely deposited by the several copies of highly expressed exon-rich DNMTs belonging to Dnmt5 and Dnmt6 families, as in other algal lineages were Dnmt1 and Dnmt3 are absent^11^. On the other hand, dinoflagellates are known for their derivate genomic characteristics such as pervasive trans-splicing, extreme chromatin condensation and rarity of canonical nucleosomes, which could reinforce the evolution of such a non-canonical methylome^8, 9^. New genomic and epigenomic data from other dinoflagellate species should enable establishment of whether the transposons evolved before or after the particular methylome characteristics originated. Finally, the evolution of DNMT-encoding retrotransposons might be unrelated to the host methylome composition, for example, *K. nitens* does not show a highly divergent methylome when compared to land plants. However, *K. nitens* has fewer copies of DNMT-encoding retrotransposons, which may decrease the chances for accidental retrotransposon-derived Dnmt3 activity on the genome and thus not pose a challenge to the host epigenome regulation.

The specific role of DNMTs and cytosine methylation in each of the retrotransposon families remains unclear, and likely it has host-specific and class-specific roles. However, purifying selection on the DNMT domain in all tested retrotransposons and their conservation for more than 50 million years of *Symbiodinium* evolution^24^, suggests that DNMTs are likely to have a role during the retrotransposition process. For instance, LINE retrotransposons are well known to encode an RNA-binding protein as ORF1^12^, thus the DNMT might be able to bind and methylate RNA. Such putative RNA methylation activity could explain the inability of the tested SymbioLINE-Dnmt to de novo methylate DNA in yeast. Unlike LINE elements, DIRS retrotransposons synthesise cDNA prior to insertion in the host genome^13^. Given the position of the DNMT domain within the *Pol* polyprotein and its ability to de novo methylate CGs, it is likely that the cDNA is methylated upon retrotranscription. As CG methylation is widespread in the *Symbiodinium* genomes, methylated CGs in retrotranscribed cDNA may be a signal to avoid being recognised as exogenous DNA. Unlike most eukaryotes besides plants and animals, *Symbiodinium* genomes encode three paralogues of methyl-binding proteins (Supplementary Data 1), which could be involved in this self-recognition mechanism. cDNA methylation could also be involved in protection against editing and degradation by mechanisms analogous to APOBECs in vertebrates^25^, where deamination of cytosine into thymine would be inhibited by the addition of the methyl group, avoiding mutagenic effects. Interestingly, DIRS retrotransposons from other eukaryotic lineages encode adenine methyltransferases^13, 14^. Despite adenine and cytosine DNMTs being structurally unrelated, they could have analogous functions in transposons given the mounting evidence of adenine methylation having regulatory roles in eukaryotic genomes^26, 27^. As DNA methylation is specifically interpreted depending on its base, sequence context and genomic location, the methylation status of the newly retrotranscribed copies of DNMT-encoding retrotransposons may affect the chromatin configuration of the insertion site. Nevertheless, given the ability of non-DNMT retrotransposons to retrotranspose in these genomes, these hypothetical defence mechanisms that the host might have to target unmethylated DNA can be circumvented by other mechanisms other than encoding a DNMT. Finally, conservation of the DNMT in the retrotransposon might be beneficial to the host, as it might slow down the retrotransposition rate by an unknown mechanism and increase the host fitness by reducing potential harmful insertions, thus secondarily increasing the retrotransposon fitness.

Many examples of domesticated proteins with transposable element origin have been described across eukaryotes^28^. These domesticated transposon-derived proteins acquire roles beneficial for the host ranging from transposon control, recruitment of cis-regulatory motifs or telomere elongation. In many cases, the process of domestication takes advantage of the close relationship between transposon machinery and the chromatin/epigenetic environment in which these elements have to navigate to survive in their hosts^28^. This link between transposable elements and epigenetic regulation makes them amenable to be co-opted for new functions by the host. But this relationship is not unidirectional. In this work, we show how transposons are also able to steal genes involved in epigenome regulation from the host. There are several reports of recurrent acquisition of protein domains by retrotransposons (RNase H, Chromo), mostly recruited from other transposable elements but also from host genes^29–31^. However, incorporation of de novo cytosine methyltransferases is a new and exciting event in the war between host genomes and their transposable parasites. Given the widely conserved roles of cytosine methylation as a transposon silencing mechanism across eukaryotes, finding active DNMTs encoded within retrotransposons in at least two independent eukaryotic lineages challenges our knowledge of retrotransposon biology and epigenome regulation in eukaryotes.

## Methods

### Algae culture and nucleic acid isolation

*Symbiodinium kawagutii* strain CCMP2468 (Clade F1) was grown in L1 growth medium (without silicate) at 25 °C under a 14 h/10 h light/dark cycle, with a photon flux of 100 µE m^−2^ s^−1^. Stationary stage cultures were grown for 48 h at 25 and 32 °C, then cells were harvested by centrifugation at ~4500 × *g* for 5 min. Cells were first resuspended and incubated with 400 μl DNA lysis buffer (10 mM Tris pH 8.0; 100 mM EDTA pH 8.0; 0.5% SDS with 200 µg ml^−1^ proteinase K) at 55 °C for 3 days. Next, cell supernatant was transferred into a new tube after centrifugation at 12,000 × *g* for 5 min, and the cell pellets were homogenised in lysis buffer using bead beating with 0.5 mm-zirconia/silica beads (Biospec Products, INC, Bartlesville. OK 74005) on a MP Fast Prep-24 Tissue and Cell Homogeniser (MP Biomedicals; Solon, OH 44139) at 6.0 M/S for 1 min and repeated four times. Then, the supernatant and the cell homogenate were combined, and DNA isolation was obtained using Zymo DNA extraction kit (Catalogue #D3050). RNA from the same cultures was extracted using TRIreagent (Molecular Research Center, USA), and further purified using Direct-zol RNA Miniprep (Zymo research, USA).

Cultures of *Symbiodinium* sp. (donated by Professor Roberto Iglesias-Prieto, Mexico) of clades B (ITS2 type B2) were grown in f/2 medium at 25 and 32 °C, 12:12-h day–night period, irradiance of ~50 µE m^−2^ s^−1^. Cultures were grown for up to 5 days, when cells were centrifuged at 12,000 × *g*, resuspended in the lysis buffer (100 mM Tris pH 9.0; 100 mM EDTA; 1% SDS, 100 mM NaCl with 200 µg ml^−1^ proteinase K) and incubated at 65 °C for 2 h. After incubation, the samples were centrifuged at 12,000 × *g* (5 min) and the supernatant was transferred to a new tube. Then, the DNA was purified by phenol/chloroform/isoamyl alcohol extraction and isopropanol precipitation.

The *K. nitens* strain NIES-2285 was cultured in 50 ml BCDAT medium + 0.1% glucose by bubbling air through the medium under continuous light (10 μmol photons m–2 s –1) at 23 °C. The cells grown for 2 weeks were harvested by vacuum filtration through a nitrocellulose transfer membrane (Protran, 0.45 μm pore size, Whatman). The pelleted sample was powdered with a mortar in liquid nitrogen, and genomic DNA was extracted using the DNeasy Plant Mini kit (Cat. No. 69104, Qiagen).

### Genome annotation

To improve the annotation of *Symbiodinium kawagutii*, we sequenced two libraries of 100 bp single-end stranded RNA-seq (Illumina TruSeq mRNA Stranded kit) and mapped them to the published genome assembly^7^ with Hisat2^32^, capping the maximum intron length to 20 kb and using '—dta' option. The aligned reads were then assembled into transcripts using Stringtie with default parameters^33^. Transdecoder^34^ was used to predict the coding regions of those transcripts using Pfam hits to select the best frame of each transcript. In parallel, we used the RNA-seq libraries to build a de novo transcriptome assembly using Trinity^34^, which was also processed using Transdecoder. We used the resulting assemblies to characterise the actively transcribed genes in *S. kawagutii*.

In parallel, we used manually curated *Symbiodinium* retrotransposon sequences as query in a tblastn search against the genome assembly. Those hits were transformed into a hints file for Augustus ab initio gene prediction software^35^, which was run in a mode to detect 'intronless' gene models guided by the hints. New transposable element candidates obtained from this approach were blasted again against the reference genome. Expanding the hit coordinates by extra 7 kb 5′ and 3′; we locally searched for LTR using RepFind^36^. To discriminate between both types of DNMT genes described in Fig. 1b, we used the Stringtie annotation to find the exon-rich genes and the intronless Augustus annotation to find the monoexonic genes.

For *S. minutum* and *K. nitens*, we used RNA-seq publicly available (SRA SAMD00008690 and SRX718727) and followed the same steps as in *S. kawagutii*. We further added the genomes of *S. microadriaticum*^37^ and *S. goreaui*^38,^ and annotated their transposons using the same method than for *S. kawagutii*.

To quantify gene transcriptional levels, we used a reference transcriptome based on the best single isoform from the Stringtie annotation and the coding regions of transposable elements. Each RNA-seq library was then quantified using Kallisto 0.42.3^39^ and Hisat2 uniquely mapped reads.

### DNMT and retrotransposon searches

In all our searches, we used a data set of eukaryotic proteomes (Supplementary Data 1) selected to maximise the span of phylogenetic diversity. To scan the proteomes, we used Hmmer3^40^ using candidate Pfam domains as query (e.g., DNA_methylase PF00145). For the resulting protein hits, we obtained the complete domain architecture using Hmmscan with PfamA database as obtained in March 2015^41^. For the dinoflagellate species without reference genome, we downloaded transcriptome assemblies from the MMETSP project^42^ and we used Transdecoder to obtain coding sequences. Reference retrotransposons sequences were obtained from RepBase (download February 2014)^43^. Viral sequences were obtained from NCBI non-redundant database using retrotransposon DNMT sequences as query. *Symbiodinium* DIRS elements have a divergent reverse transcriptase that does not align well with current Pfam domain seed alignments. To increase our recovery rate of DIRS retrotransposons in *Symbiodinium*, we generated an alignment using representative sequences from divergent clades within DIRS retrotransposons that we trimmed manually and converted into an HMM profile using hmmbuild.

### Phylogenetic reconstruction

Multiple sequence alignments were built using MAFFT^44^, choosing L-INS-I mode for smaller data sets and automated mode for more than 1000 sequences. Resulting alignments were trimmed using TrimAL with '–automated1' mode^45^. For phylogenetic reconstruction, we used IQ-TREE with the in-built automated test to choose the best substitution model for each tree^46^. Branch support was computed for all trees using 100 replicates of parametric bootstrap, and 1000 replicates of the approximate likelihood ratio test and ultrafast bootstrap.

### Transposon sequence composition and selection analysis

To characterise expansion dynamics for each class of transposable element and for each *Symbiodinium* species, we performed blastp searches all versus all and gathered the amino acid identity values for the ORF encoding the reverse transcriptase for every pair of sequences (excluding the query sequence hit against itself). For DNA transposons, we used the transposase ORF as they lack a reverse transcriptase. To establish a subset of young transposons, we used up a cutoff of 0.8 identity to establish that two transposable elements were closely related within a genome. To reveal how many active lineages there were among the young transposons, we built a network using the identity values as edges and the sequences as nodes, obtaining the total number of orthologous clusters using the 'igraph' package for R in CRAN.

To characterise the evolution of specific transposon subfamilies, we first clustered transposable element sequences belonging to all *Symbiodinium* species using blastp pairwise 0.6 identity threshold to cluster modules of conserved subfamilies across species. We then counted the numbers of each subfamily in each genome, and inferred the evolutionary dynamics using Count^47^ under Dollo parsimony. DNMT and non-DNMT encoding transposons were analysed separately.

The observed versus expected ratio of CG dinucleotides on transposons and genomes data was computed as: (total number of CG dinucleotides)/((total number of Cs + total number of Gs)/2)^2^ as in ref. ^48^.

To obtain the Ka/Ks ratios for the DNMT domain in retrotransposons, we gathered all retrotransposon sequences encoding DNMTs and extracted the DNMT and reverse transcriptase domain using Hmmer3^40^ with custom hmm profiles. We removed identical sequences at the amino acid level and we used MAFFT^44^ to align the proteins and PAL2NAL^49^ to obtain the codon alignments. We filtered out sequences with too many gaps as they dramatically decreased the final size of the codon alignment. Furthermore, we only used transposable elements were both DNMT and reverse transcriptase domains passed the quality filters. Finally, we obtained the Ka, Ks and Ka/Ks values using the 'seqinr' package for R in CRAN. For interspecies comparisons, we preselected candidate sequences from all lineages depicted in Fig. 2a, b and used tblastn to obtain the best hit in each of the four *Symbiodinium* genomes. From those sequences, we selected the hit with highest bitscore not belonging to the query species. Then, we extracted the nucleotide sequences and translated them to protein using Transdecoder^34^ and followed the same alignment strategy as for the intra-species comparisons. The same method was used for KnitGypsy-Dnmt3 copies belonging to the same genome.

### MethylC-seq

To prepare the libraries pooled, the initial genomic DNA (100 ng to 1 µg) with spiked-in unmethylated lambda as control. Each sample was fragmented using a Covaris sonicator to an average size of 200 bp. This DNA was purified, end-repaired and ligated to NEXTflex methylated sequencing adaptors (BIOO Scientific). Bisulfite conversion was performed using EZ DNA Methylation-Gold Kit (Zymo Research) according to the manufacturer’s instructions. The library was then amplified using KAPA HiFi HotStart Uracil + DNA polymerase (Kapa Biosystems), using seven cycles of amplification for *S. kawagutii* samples, nine for *S. minutum* and eight for *K. nitens*. Single-end 100 bp reads were sequenced for each library in an Illumina HiSeq 1500. The bisulfite-converted reads were then quality trimmed and adaptors were removed using bbduk2 included in BBMap (mink = 3 qtrim = r trimq = 10 minlength = 20). For the mapping to the reference genomes, we used BS-Seeker2^50^, relying on Bowtie2 end-to-end alignments, and using Sambamba rmdup to eliminate PCR duplicates. Methylation calls were genotype corrected using read data from BS-Seeker2 ATCGmap output file. The scaffolds corresponding to plastid or mitochondrial sequences were excluded for global methylation analysis.

In each library, we spiked in an unmethylated lambda phage genome as control, which then we used to calculate the bisulfite reaction non-conversion rate (% of mC for all covered Cs) for each library.

Methylation data were visualised using IGV genome browser and DeepTools2^51^. To obtain differentially methylated regions, we used the DSS package from Bioconductor, allowing a minimum delta of 0.2 spanning at least 5 CGs, with a *p* value threshold of 0.01. Resulting DMRs were filtered to avoid regions with low coverage. All plots and statistical tests were performed using R.

### Methylation induction experiments

We selected the target DNMTs based on domain conservation and/or expression level of the retrotransposon copy, arguing that expressed copies are more likely to be active. The DNMTs were amplified from genomic DNA of *S. kawagutii* and *K. nitens* using the proof-reading Q5 polymerase. The HA tag and the nuclear localisation signal were added in the primer sequence during PCR reaction. Amplified copies were cloned into the pYES2 vector plasmids using restriction enzymes.

We used the yeast strain BY4742 (Euroscarf, *MATα his3∆1 leu2∆0 lys2∆0 ura3∆0*), which is isogenic to S288c. After transformation with the pYES2 constructs, yeast cells were grown overnight at 30 °C in glycerol-lactate medium (0.14% YNB, 0.5% ammonium sulphate, 0.05% glucose, 2% lactate and 2% glycerol) supplemented with the required nutrients but without uracil to maintain plasmid selection. The next morning, the OD_600_ of the cultures was adjusted to 0.3 OD_600_ ml^−1^ and cells were grown to stationary phase for 24 h after induction of the *GAL1* promoter by addition of 2% galactose.

Twenty-four hours after galactose induction, 5 ml of stationary phase cultures were mechanically lysed with glass beads. Genomic DNA was extracted using a phenol/chloroform/isoamyl alcohol extraction and was precipitated in ethanol 100%, washed with ethanol 70%, air-dried and resuspended in 80 μl TE pH 8, 10 mg ml^−1^ RNAse A. DNA extractions were done for two independent replicates. MethylC-seq libraries were prepared as above, using five cycles of amplification. Mapping was performed against BY4742 genome with the pYES2 insert specific to each library appended as an extra chromosome. Methylation levels were computed as before for nuclear chromosomes, pYES2 insert and chromosome lambda.

To test for protein expression in each line, total protein extraction from the same yeast cells was performed by the NaOH-TCA lysis method. Samples were then separated on 10% SDS-PAGE gels (Invitrogen) and transferred to nitrocellulose membranes. Western blot analysis was performed using the monoclonal anti-HA (12CA5 1:1000, Roche) antibody to detect the HA-flagged inserts and the monoclonal anti-Dpm1 (5C5A7 1:2000, Invitrogen 1878306) antibody as a loading control.

### Data availability

MethylC-seq and RNA-seq data were deposited in the Gene Expression Omnibus, GSE104474. Phylogenetic trees, hmm profiles, transposable element annotations and genome annotations and all relevant data are all available in a FigShare repository 10.6084/m9.figshare.5797812.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary

Supplementary Data 1

# Supplementary material for: Recurrent acquisition of cytosine methyltransferases into eukaryotic retrotransposons
**Source:** Nat Commun. 2018 Apr 9;9:1341. doi: 10.1038/s41467-018-03724-9
**Supplement:** Supplementary file 1 — Supplementary Information

**Recurrent acquisition of cytosine methyltransferases into eukaryotic retrotransposons**

**de Mendoza et al.**

## Supplementary Figures

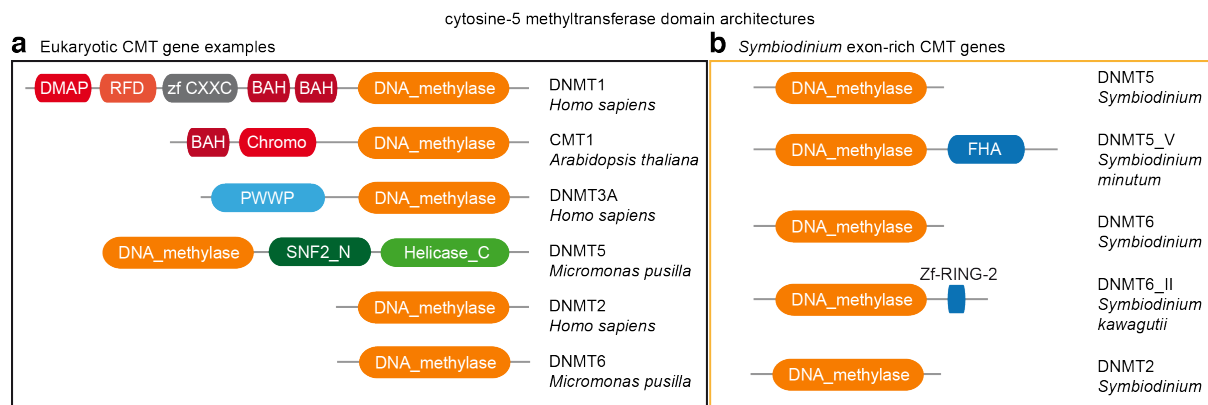

**Supplementary Figure 1. *Symbiodinium* multi-exonic cytosine methyltransferases have simplified domain architectures compared to their eukaryotic counterparts.** (a) Domain architecture configuration of representative eukaryotic DNMTs. (b) Domain architectures of the DNMTs encoded in multi-exonic genes of *Symbiodinium* genomes. Unlike other eukaryotic DNMTs, *Symbiodinium* DNMTs lack typical domains such as PWWP or BAH chromatin interaction domains, that are found in animal or plant Dnmt1 and Dnmt3 members. Similarly, the C-terminal SNF2 domain typical of the Dnmt5 family is absent in *Symbiodinium* orthologs<sup>11</sup>. A unique exception is a *S. minutum* paralog of DNMT5, harbouring a FHA (Forkhead-associated) domain, which so far has not been associated to any other DNMT in eukaryotes. FHA domain is a phosphopeptide recognition domain, which would suggest a post-translational control of this specific paralog by kinases. In *S. kawagutii* a single paralog of DNMT6 encodes an extra Zf-RING-2 domain, related to the ubiquitin signaling. All the protein domains are defined according to PFAM A database models.

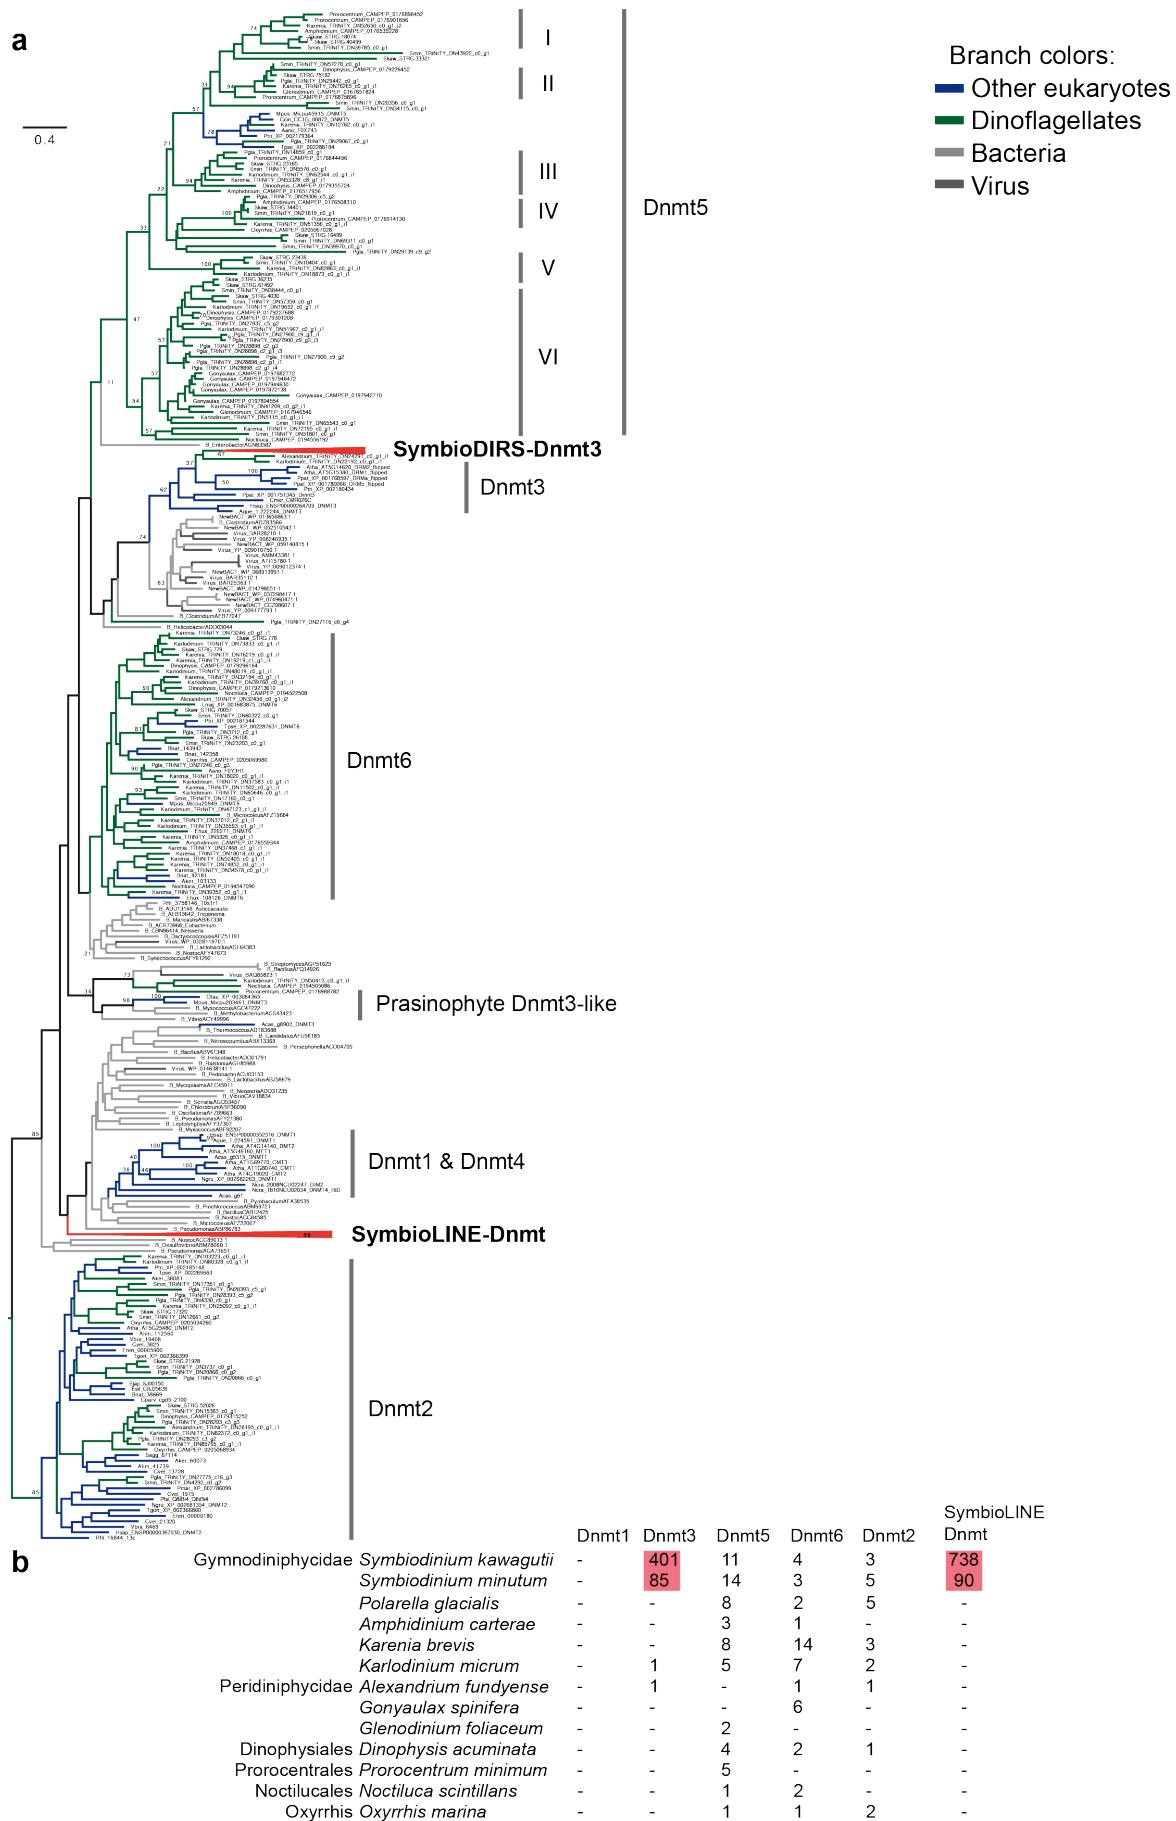

**Supplementary Figure 2. DNMT repertoire is conserved across dinoflagellates. (a)**

Maximum likelihood phylogenetic tree of DNMT proteins from dinoflagellate transcriptomes. Nodal supports are 100 replicates of parametric bootstrap. The clade of DNMT5 shows several well-supported subfamilies conserved across different dinoflagellate species, which indicates ancient duplications conserved across the group. **(b)** Distribution of DNMT families in 13 dinoflagellate species. Highlighted in red the DNMT families found in retrotransposons. Dnmt3 orthologs are found in only two species, but not associated to retrotranscriptase domains.

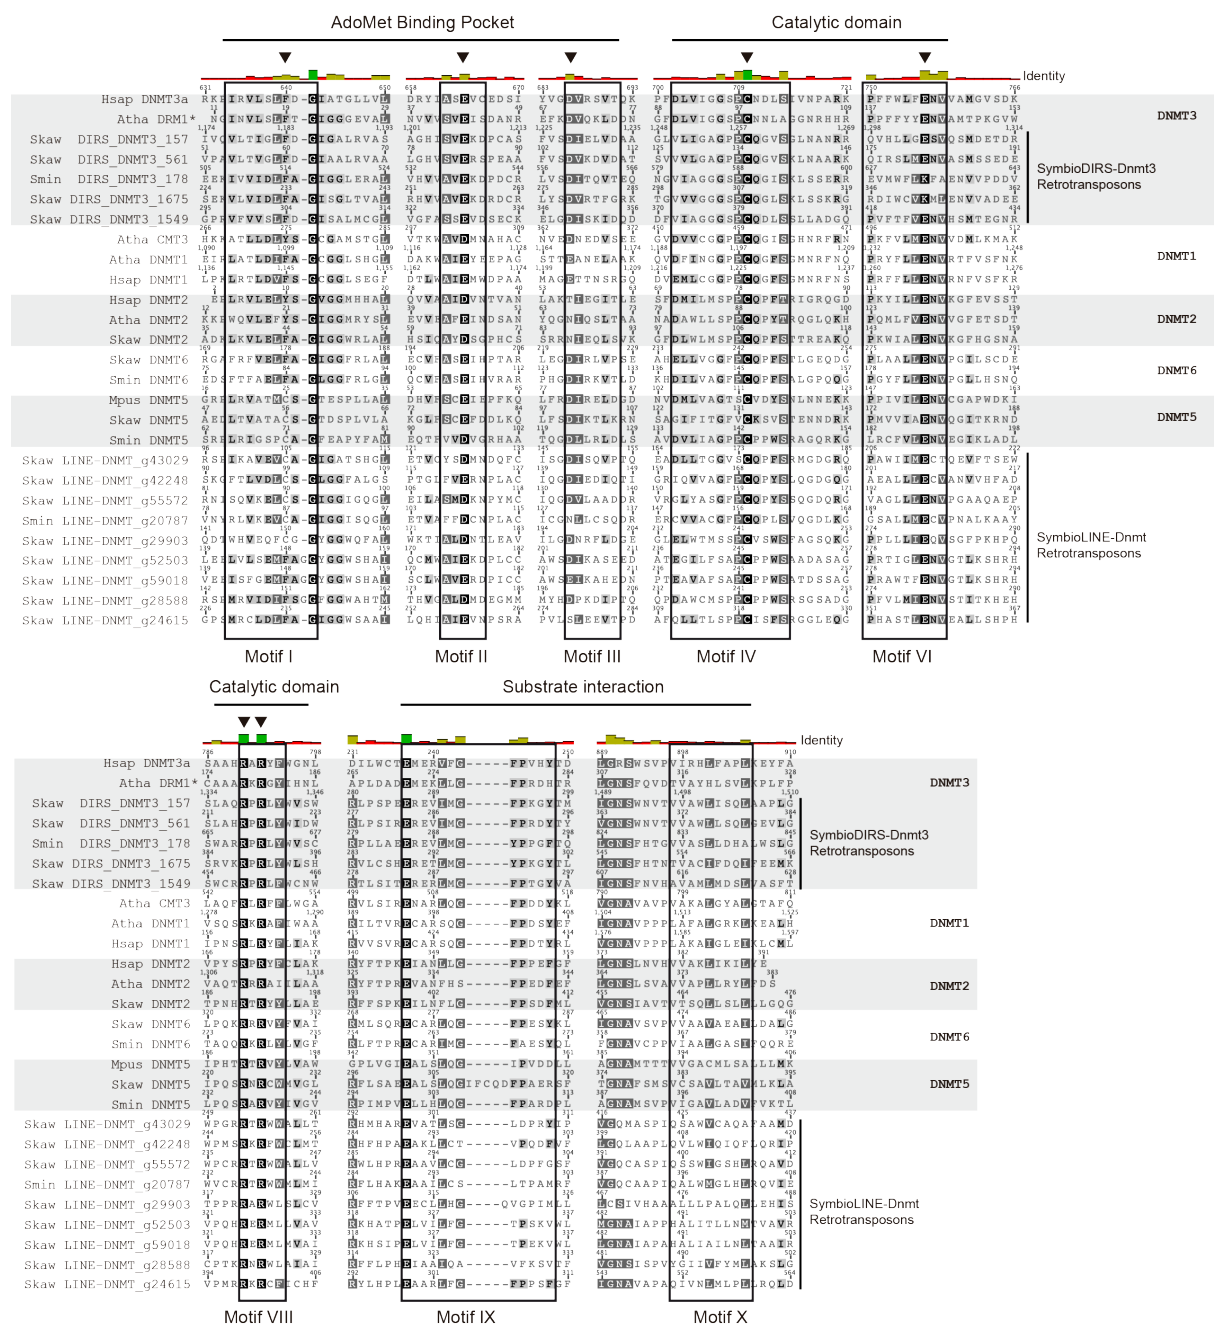

**Supplementary Figure 3. Key amino acid positions are conserved in *Symbiodinium* retrotransposon associated DNMTs.** Multiple sequence alignment showing representative sequences of the distinct DNMTs encoded in *Symbiodinium* compared to representatives of functionally characterized DNMT classes. The diagnostic functional motifs <sup>1,2</sup> are well conserved in all types, including the retrotransposons. The key functional amino acids are highlighted with a black triangle. Abbreviations: Hsap (*Homo sapiens*), Atha (*Arabidopsis thaliana*), Mpus (*Micromonas pusilla*), Skaw (*S. kawagutii*), Smin (*S. minutum*).

# *Symbiodinium* retrotransposon DNMT phylogeny

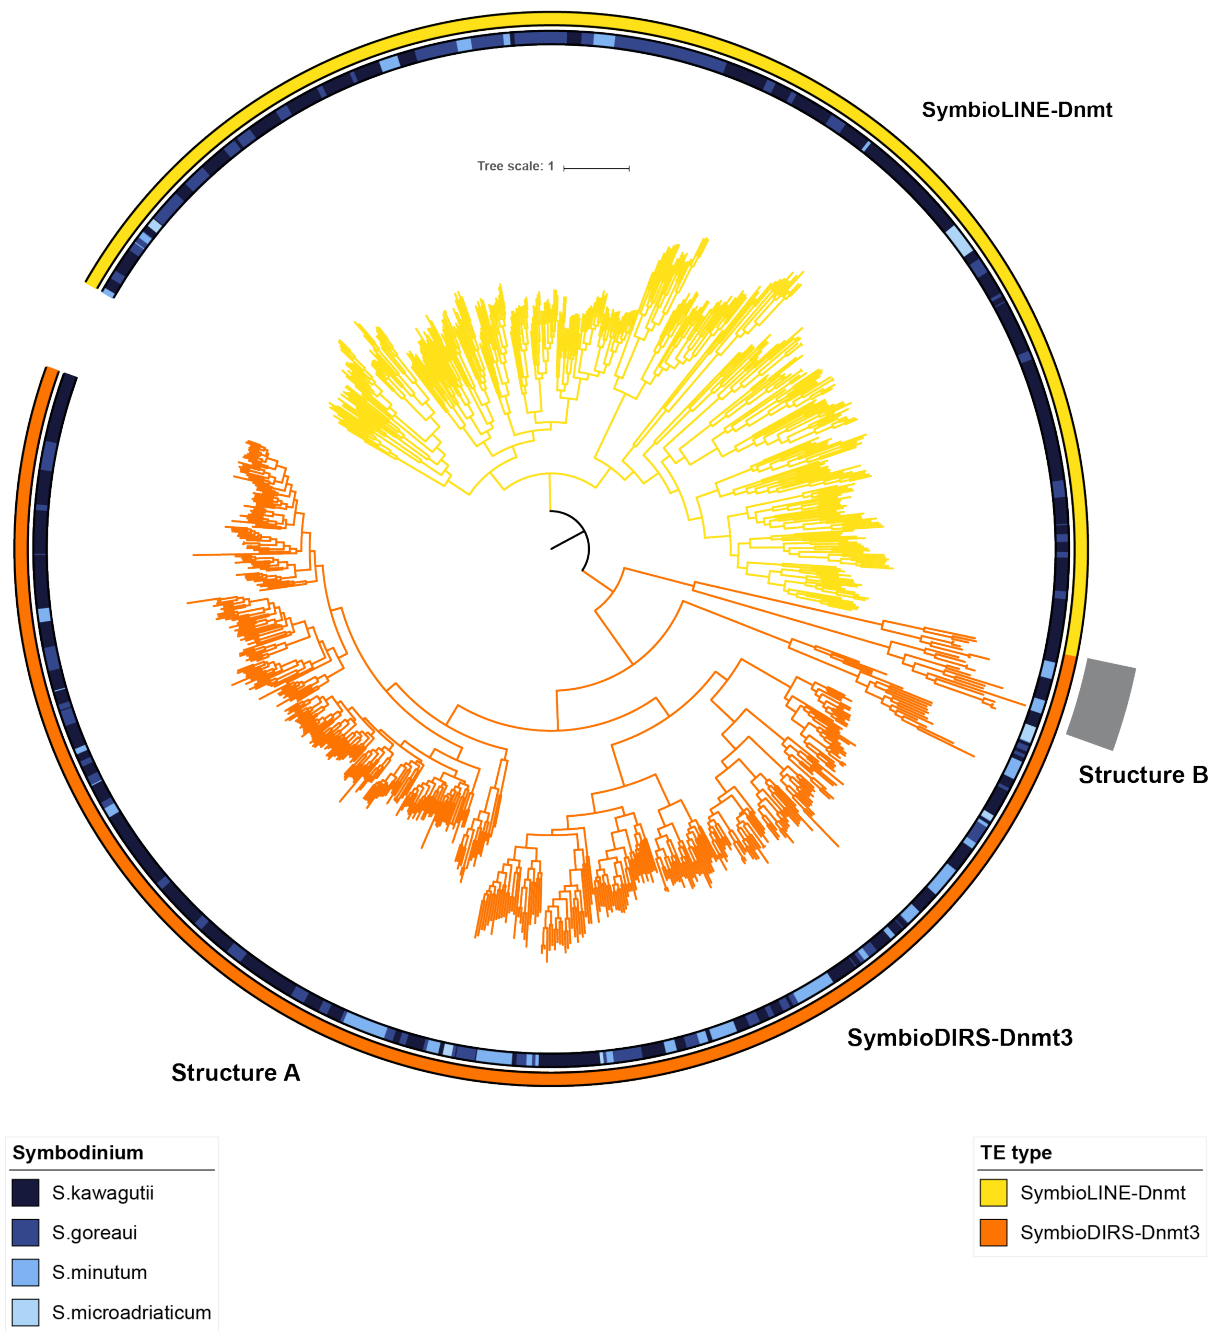

## **Supplementary Figure 4. Retrotransposon DNMT phylogeny in *Symbiodinium* genomes.**

Maximum likelihood phylogenetic tree based on the DNMT domains encoded in SymbioLINE-Dnmt and SymbioDIRS-Dnmt3 retrotransposons. The internal circle indicates species affiliation of each sequence and the outer circle indicates the type of retrotransposon where each DNMT domain is found. In grey are highlighted the DNMT sequences that belong

to SymbioDIRS-Dnmt3 structure B, while the rest belong to SymbioDIRS-Dnmt3 structure A.

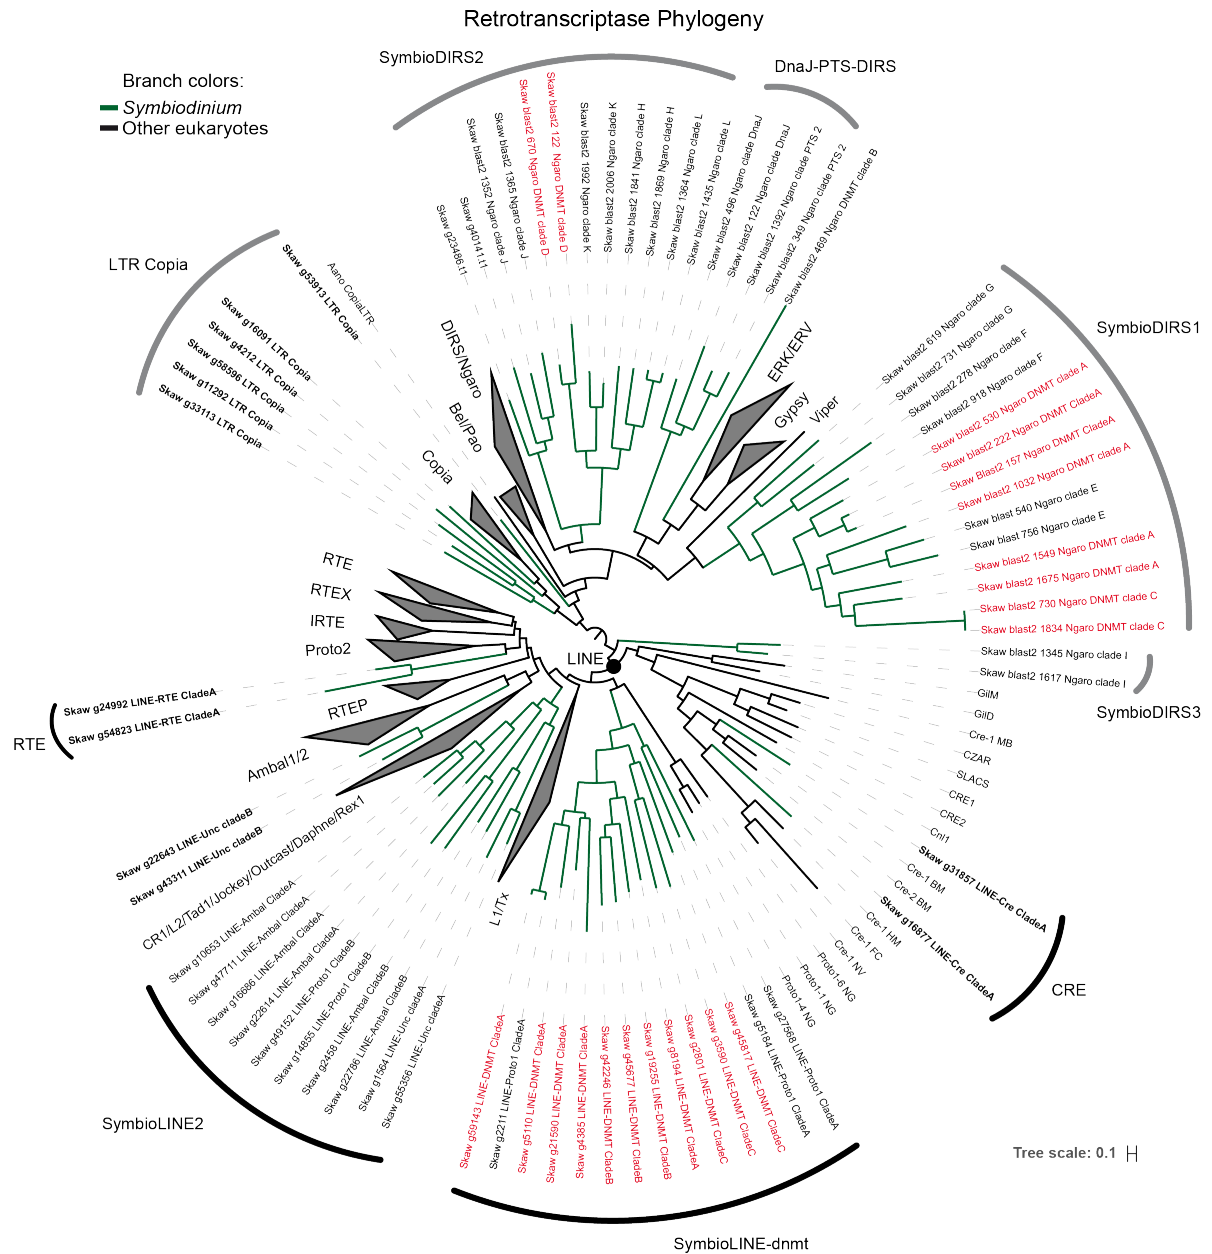

**Supplementary Figure 5. *Symbiodinium* genomes encode several families of retrotransposons.** Maximum likelihood phylogenetic tree of the reverse transcriptase domain, including representative sequences of *Symbiodinium* (selected to capture the major clades in Figure 2a,b) and a subset of sequences from RepBase. Established clades without dinoflagellate sequences are collapsed. SymbioLINE-Dnmt and SymbioDIRS-Dnmt3 are highlighted in red. *Symbiodinium* sequences are quite divergent and evolve fast, which diminishes nodal support in deeper branches. LINE elements mostly cluster in *Symbiodinium*-specific clades (CRE and RTE related sequences are the exceptions). DIRS elements appear

in different poorly supported clades, which reflect the divergence of this class of retrotransposons. At least 4 major clades are observed, two of them with SymbioDIRS-Dnmt3 representatives. SymbioDIRS1 clade includes the sequences with SymbioDIRS-Dnmt3 structure A (plus others without DNMT), and SymbioDIRS2 includes the sequences with SymbioDIRS-Dnmt3 structure B (also clustering with other DIRS elements lacking a DNMT). SymbioDIRS3 clade lacks DNMT and has a reverse transcriptase more closely related to LINEs, despite having a structure similar to DIRS retrotransposons. Finally, DnaJ-PTS-DIRS is a small clade that has incorporated DnaJ (chaperone) or PTS (RNA binding) domains into their *Pol* ORF, showing how other domains than DNMT have been acquired by *Symbiodinium* DIRS retrotransposons, although fewer copies are found in the genome.

**a**

*S. kawagutii* SymbioDIRS-Dnmt3 identity network

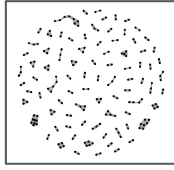

**Nodes:** 222  
(repeats with hits > 80 identity)  
**Orthologous groups:** 84  
modules of connected nodes.

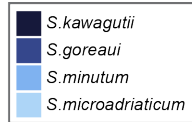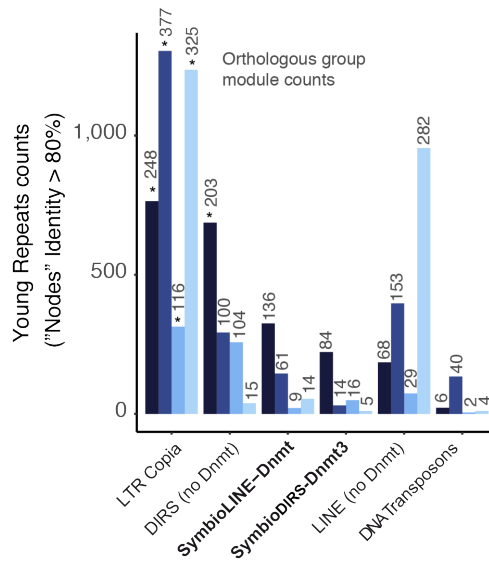

**b**

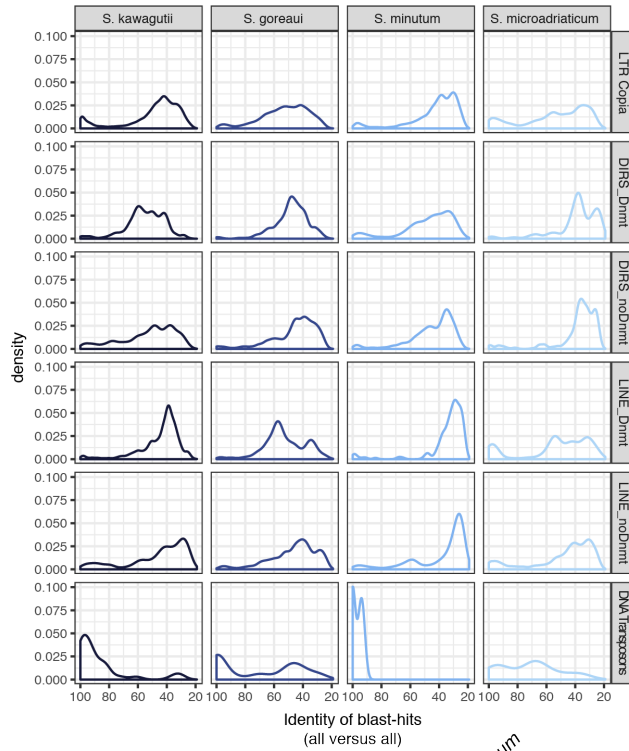

**c**

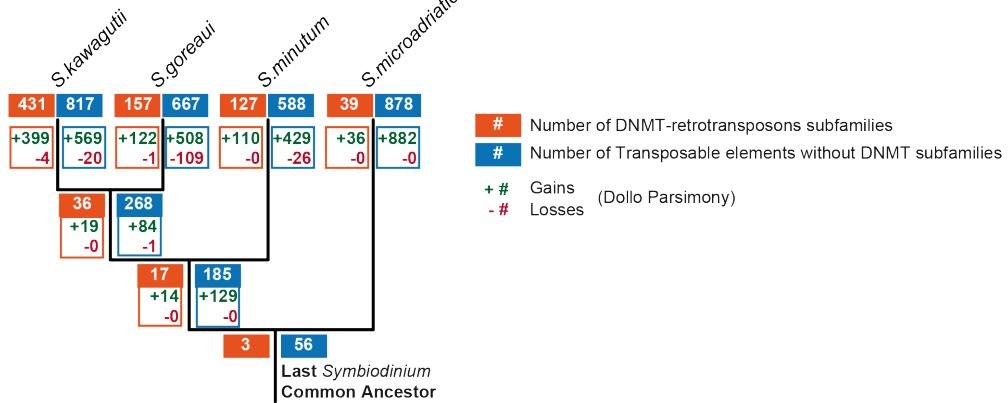

**Supplementary Figure 6. Different types of transposable elements are active in *Symbiodinium* genomes.** (a) Each bar represents the total number of young transposable element copies in each *Symbiodinium* species (as having > 80% amino acid identity to other transposons in the same genome). Asterisk indicates which types are enriched when compared to the total number of copies of Fig. 2c (one sided fisher exact test  $p < 0.01$ ). In grey is the number of “modules” in each similarity network, defining groups of young transposable elements that are connected by Identity values >80% as exemplified by the SymbioDIRS-Dnmt3 *S. kawagutii* network on the left, where 222 young copies can be summarised into 84 orthologous groups. (b) Distribution of pairwise amino acid sequence identities between all transposable element types belonging to each genome as obtained from blastp all versus all searches. Self-hits (a query against itself) have been removed. All retrotransposon types show most copies having diverged substantially from each other, but all retrotransposon types present a small fraction of young copies (similar to other transposons encoded in the genome). This is consistent with several divergent retrotransposon families being active at the same time in these genomes. In contrast, most DNA transposons are younger, as most copies resemble other copies in the genome, indicating that few families are actively transposing. (c) Phylogenetic reconstruction of transposable element subfamily evolution in *Symbiodinium* genomes. Orthologous groups were defined as having >60% amino acid identity to other transposons and evolutionary patterns and ancestral node reconstructions were obtained using Dollo parsimony. In orange evolution of DNMT containing retrotransposons (both SymbioDIRS-Dnmt3 and SymbioLINE-Dnmt) and in blue the rest of transposable elements, including gains and losses for each type.

**Supplementary Figure 7. *Symbiodinium* retrotransposon insertion patterns and genome-wide CG dinucleotide depletion.** (a) Retrotransposon insertions in *S. kawagutii* genome classified as overlapping genomic features obtained from the Stringtie annotation. Color code as in legend below. (b) Retrotransposon insertion distribution across the largest 100 scaffolds of *S. kawagutii* (1st= 1.9 Mb, 100th = 0.8 Mb). Each concentric circle shows a track for each feature type location as specified by the legend at the center of the plot. (c) Comparison of the CG observed/expected ratio across young copies of all retrotransposon types. SymbioLINE-DNMTs have fewer CGs than the rest (asterisks represent Wilcoxon one sided rank-sum test  $p < 0.01$ ) of retrotransposons in *S. kawagutii* and *S. goreau*, while SymbioDIRS-Dnmt do not show a significant difference when compared to DIRS elements without DNMT (ns represent  $p > 0.01$ ). Boxplot centre lines are medians, box limits are quartiles 1 (Q1) and 3 (Q3), whiskers are 1.5 x interquartile range (IQR) and points are outliers. (d) Genomic CG dinucleotide Observed versus Expected ratios of diverse eukaryotes. Blue represents the species that have periodic DNA methylation in nucleosome linker sequences mediated by DNMT5 enzymes<sup>3</sup>. Green represents *Symbiodinium* species. *Symbiodinium* depletion of CG dinucleotides indicates that mutagenic effects of methylated cytosines is a force shaping the genomic base composition of all *Symbiodinium* species. (e) Heatmap showing CG dinucleotide density on transposable elements. SymbioLINE-Dnmt show a reduced CG dinucleotide density, as observed in Figure 2d.

*Symbiodinium* species. Ordering of the sequences from DNMT and reverse transcriptase domains belonging to the same retrotransposons is matched across heatmaps. Ks and Ka values close to 10 represent saturated substitution rates. Self-comparisons of Ka/Ks ratios are shown in white across the diagonal. Neutral selection is estimated as  $Ka/Ks \sim 1$ .

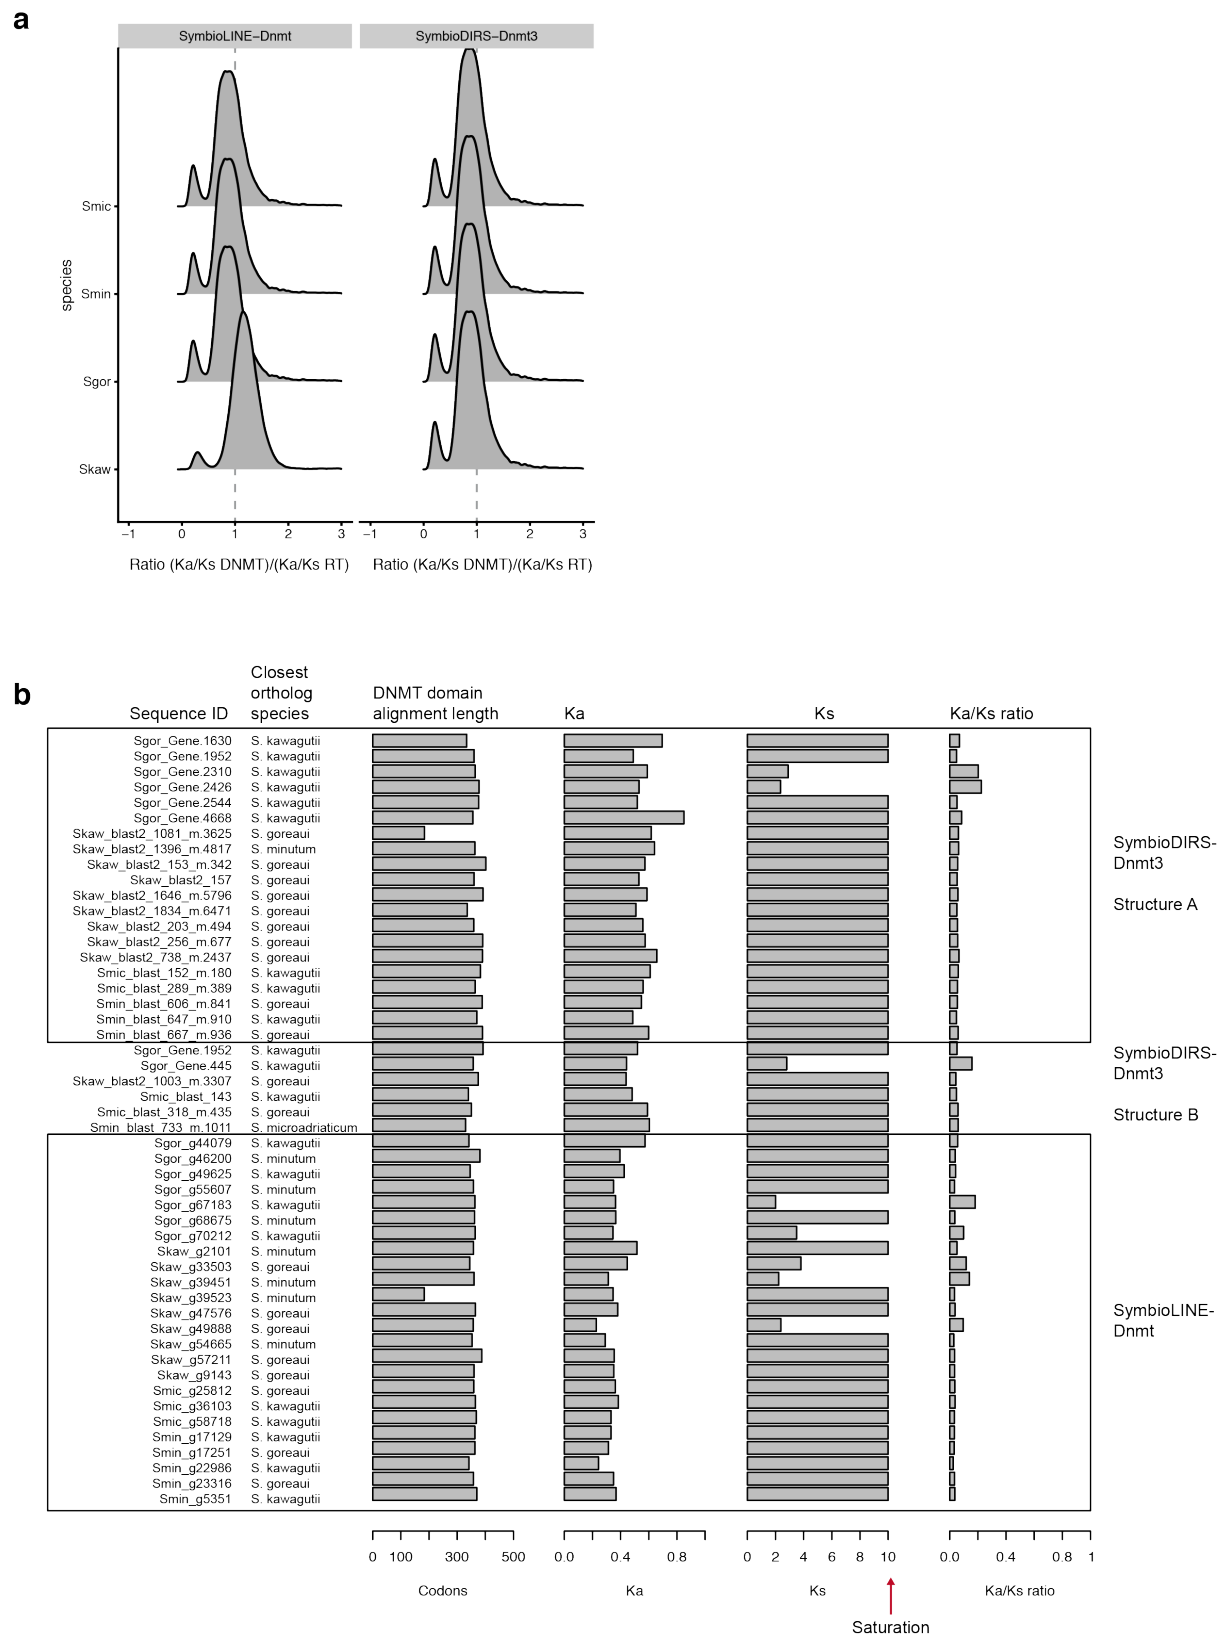

**Supplementary Figure 9. Retrotransposon DNMT show evidence of purifying selection across different species. (a) Distribution of ratios of Ka/Ks between DNMT and reverse**

transcriptase domains as shown in Supplementary Fig. 8. In most cases, 1 to 1 comparisons show similar levels of purifying selection (ratio  $\sim 1$ ) in both domains. **(b)** Barplots showing the pair-wise codon alignments between DNMT belonging to SymbioDIRS-Dnmt3 and SymbioLINE-Dnmt from 4 *Symbiodinium* species. Ks values close to 10 represent saturated substitution rates. Neutral selection is estimated as  $Ka/Ks \sim 1$ . Abbreviations: Skaw (*S. kawagutii*), Smin (*S. minutum*), Sgor (*S. goreau*), Smic (*S. microadriaticum*).

**a** *S. kawagutii* expressed TE (25°C)

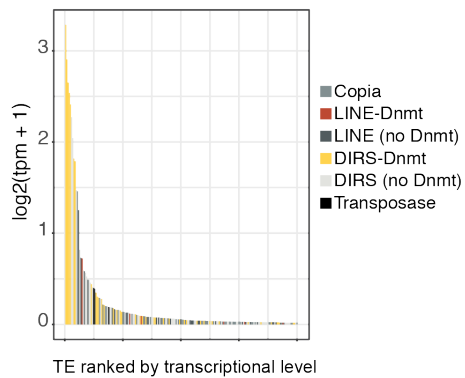

**b**

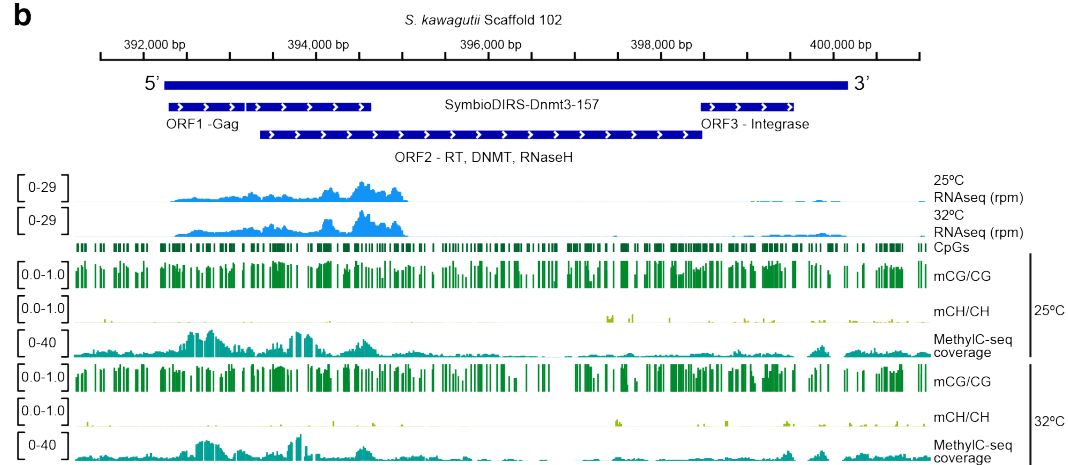

**c**

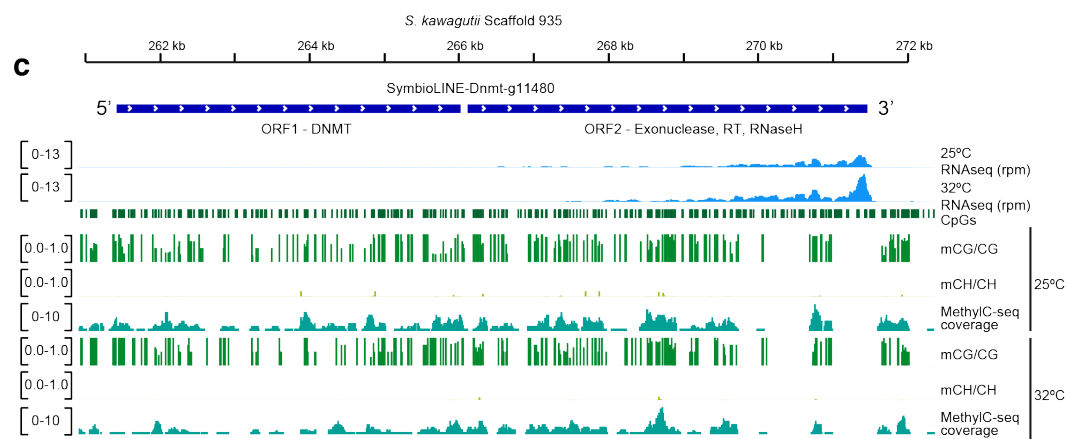

**d** *S. kawagutii* 25°C RNA-seq

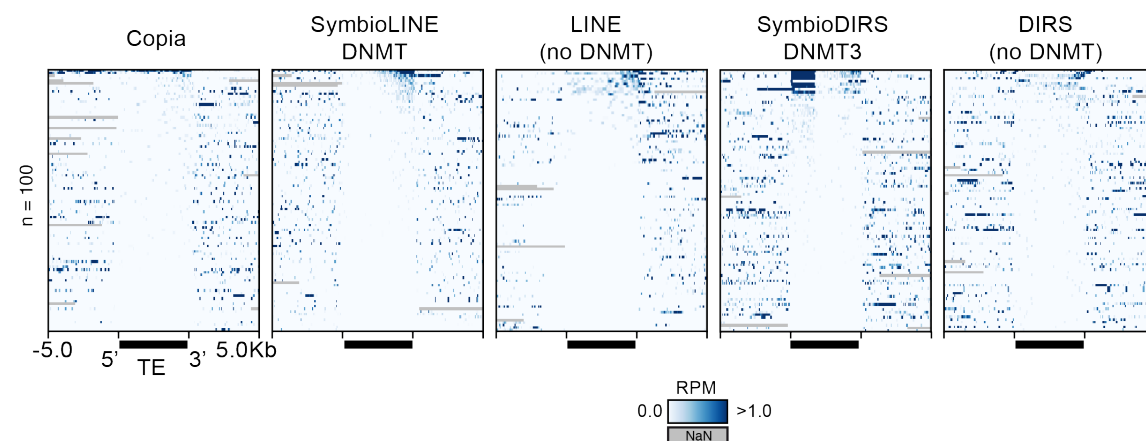

**Supplementary Figure 10. Transcriptional and epigenetic profiles of SymbioDIRS-Dnmt3 and SymbioLINE-Dnmt.** (a) Transposable elements in *S. kawagutii* ranked by transcriptional level as TPM (Transcripts Per Million). (b) Genome browser display of an expressed *S. kawagutii* SymbioDIRS-Dnmt3, showing RNA-seq and MethylC-seq tracks for two distinct temperature samples. Temperature conditions do not affect methylation or transcriptional levels. Transcript abundance appears to be higher in both edges of the retrotransposon, mostly not covering *Pol* ORF. Methylation in the CH context is slightly accumulated in the terminal part of the retrotransposon, which might indicate it is in the process of being targeted by CH methylation. (c) Genome browser display of an expressed *S. kawagutii* SymbioLINE-Dnmt. Temperature does not appear to affect the methylation or the transcript abundance levels. Here transcripts are biased towards the 3' end of the copy, not covering DNMT-coding ORF1. (d) Heatmaps showing transcriptional levels on transposable elements classified by type in *S. kawagutii*. Grey indicates missing values due to lack of coverage (end of scaffolds). Transposable elements are sorted according to expression level and only the top 100 insertions are plotted.

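The 10 transposable element coding regions with the highest level in the 25 °C library lay between 2.53 and 8.74 TPM (no replicates), with 1740.88 to 13097.1 estimated counts each. The highest was blast2_1023, at 8.74 TPM, followed by blast2_157 at 6.49 TPM, blast2_205 at 5.28 TPM, blast2_1471 at 4.81 TPM and blast2_893 at 4.33 TPM. The next were blast2_1571 at 3.83 TPM, blast2_2068 at 3.51 TPM, blast2_1207 at 3.12 TPM, g30291:g30289 at 2.69 TPM and blast2_222 at 2.53 TPM. Their identifiers do not give the class of the element. For 4 of these 10, the estimated counts were whole numbers in both libraries, and for the others some reads were shared with further targets, so their rank depends on how those reads were divided. At 32 °C, blast2_1023 and blast2_157 again ranked 1 and 2, and the TPM of all 10 was higher than at 25 °C, by a factor of 1.01 to 2.33. As TMM-scaled estimated counts, 9 of the 10 were higher at 32 °C, and the ratio of 32 °C to 25 °C ranged from 0.66 to 1.53. Among these 9 are blast2_2068 and blast2_1207, which were not distinguishable from no change by read sampling. Their exact 95% binomial intervals of the log2 fold change were −0.04 to 0.04 and −0.01 to 0.18. Across the 1165 coding regions with TPM above 0 in at least 1 library, Spearman's rho between the temperatures was 0.29. This correlation is across elements, which are not independent replicates, and it was 0.85 over the 95 coding regions above 0.1 TPM in at least 1 library, the setting that moved it most.

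**Figure D2:**
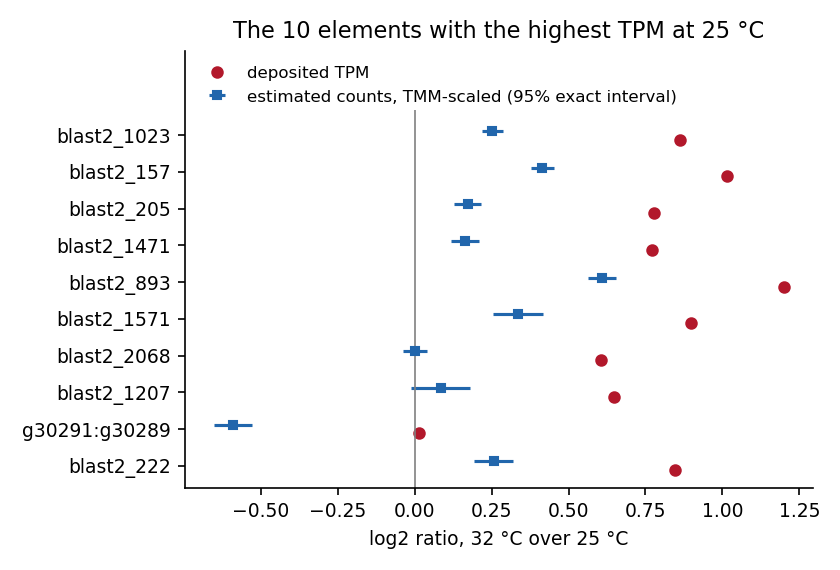
Log2 ratio of 32 °C over 25 °C (horizontal axis) for the 10 transposable element coding regions with the highest TPM at 25 °C (rows, highest at the top), 1 library per temperature. Blue squares are log2 ratios of TMM-scaled estimated counts with exact 95% binomial intervals, which cover the sampling of reads only, and red circles are log2 ratios of the deposited TPM with 0.1 added. Every red circle lies to the right of the blue square of the same element, and the blue squares run from −0.59 to 0.61.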

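The SymbioDIRS-Dnmt3 element matched by its number, blast2_157, had 9802.94 estimated counts at 25 °C and 12729.4 at 32 °C (1 library each, so the difference has no replicate check). Scaled by TMM library sizes these were 162.9 and 217.2 CPM, a ratio of 1.33 and a log2 fold change of 0.41 with an exact 95% binomial interval of 0.38 to 0.45. The exact binomial test gave a Benjamini-Hochberg adjusted p = 7.8e-100 over 67842 tested targets. That test covers the sampling of reads only and not the variation between cultures, which a single culture per temperature cannot show. Among the 16718 targets with at least 1000 estimated counts in the higher library, the median absolute log2 fold change was 0.19, and 14.6% changed by more than blast2_157. In TPM the element had 6.49 at 25 °C and 13.22 at 32 °C, a ratio of 2.04 and the largest change under any setting. With the effective lengths of the 25 °C library used for both, a setting chosen after seeing the data, its log2 ratio was 0.43. The ratio of the deposited TPM depended on target length, with a median log2 ratio of −0.82 for targets of 195 to 249 bases and 0.63 for targets of 5000 bases or more, whereas the medians for TMM-scaled counts were −0.10 and 0.16. From the RNA-seq tracks at the 2 temperatures the paper concludes that temperature did not affect the transcription of this element. Methylation was not analysed here.

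**Figure D3:**
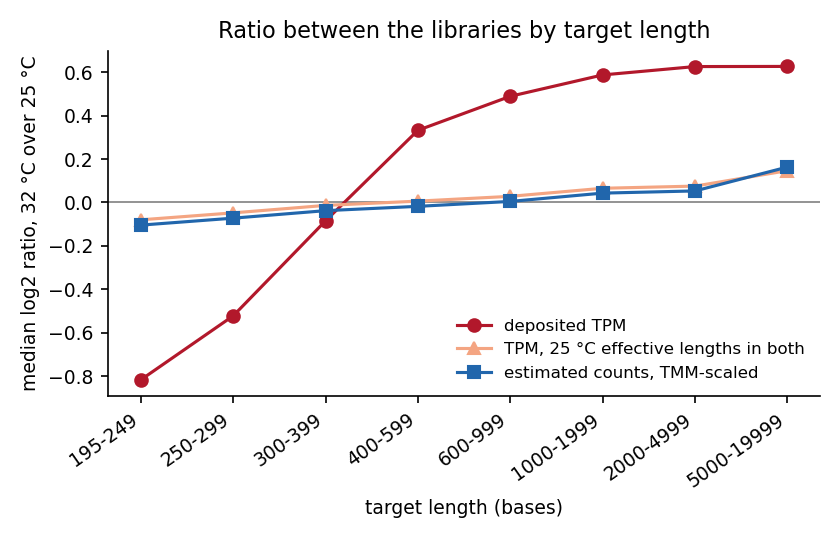
Median log2 ratio of 32 °C over 25 °C (vertical axis) by target length in bases (horizontal axis) for targets with at least 100 estimated counts in the 2 libraries together, 1 library per temperature. Red circles are the deposited TPM with 0.1 added, blue squares the TMM-scaled estimated counts, and orange triangles TPM recomputed with the effective lengths of the 25 °C library. The red line rises from −0.82 to 0.63 with length, while the blue line stays between −0.10 and 0.16 and the orange line between −0.08 and 0.15.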

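The SymbioLINE-Dnmt element, g11480:g11481, had 1272.77 estimated counts at 25 °C and 2059.91 at 32 °C (1 library each, without a replicate check). As TMM-scaled counts the values were 21.2 and 35.1 CPM, a ratio of 1.66 and a log2 fold change of 0.73 with an exact 95% binomial interval of 0.63 to 0.83. The adjusted p was 3.0e-45 by the exact binomial test with Benjamini-Hochberg adjustment, which takes account of read sampling alone. Of the 16718 targets with at least 1000 estimated counts in the higher library, 2.5% had a larger absolute log2 fold change. In TMM-scaled counts the change was below the absolute log2 fold change of 1 set as the minimum for calling a target different. In TPM the element went from 0.67 to 1.71, a ratio of 2.54, and this unit moved the value most. The variation between cultures at 1 temperature is unknown here, and methylation was not analysed here. From the tracks of Supplementary Fig. 10c, the paper concludes that the transcript abundance of this element does not appear to depend on temperature.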

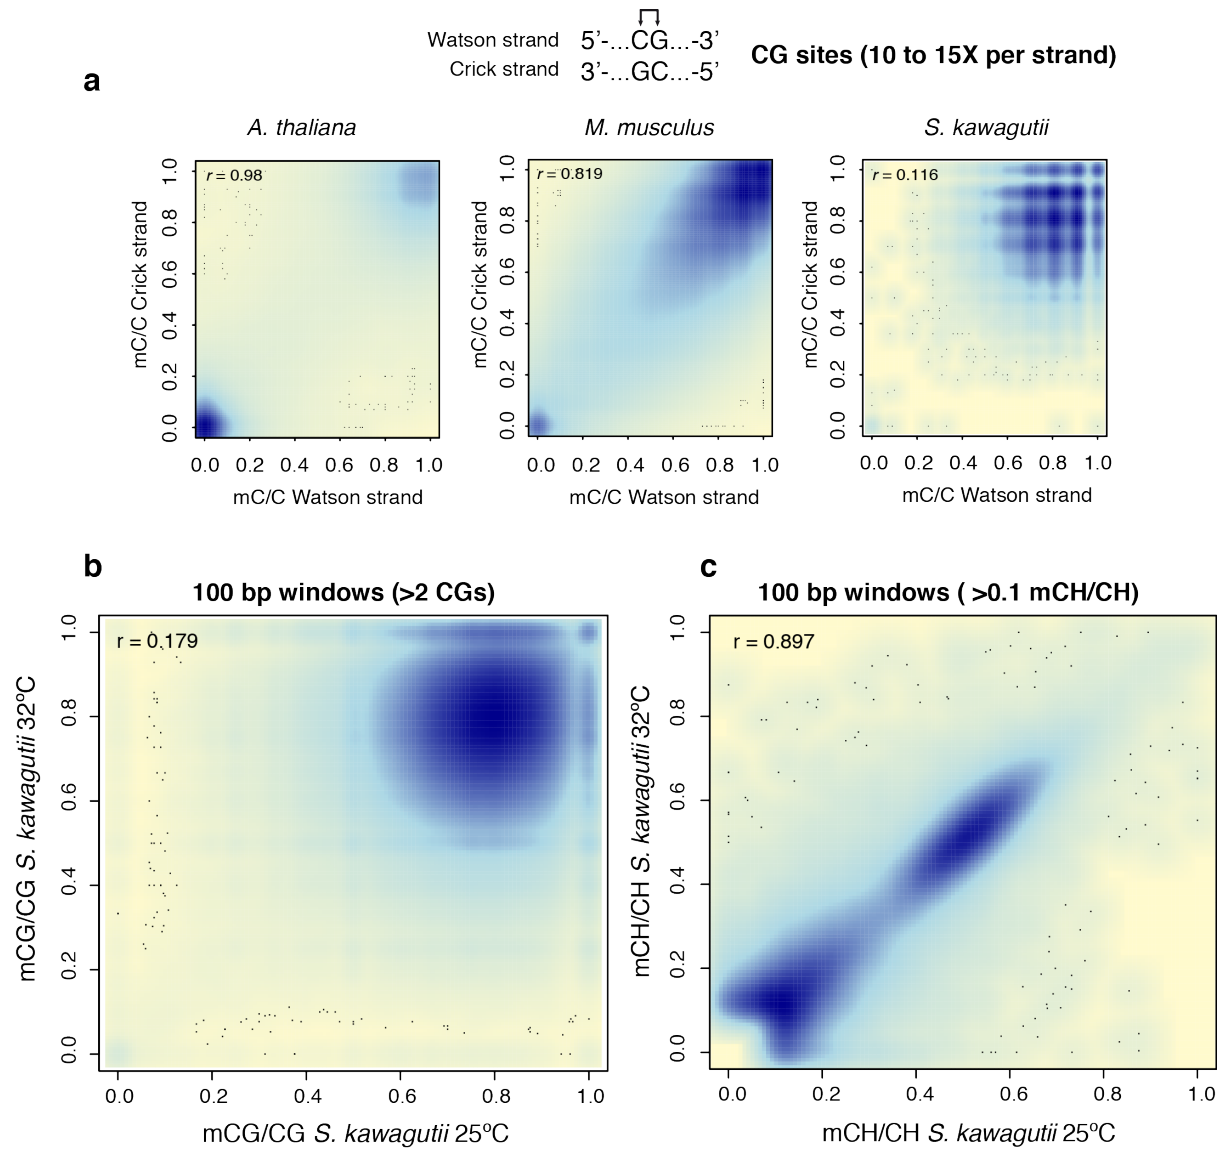

**Supplementary Figure 11. Cell heterogeneity of CG methylation in *Symbiodinium*.** (a) Symmetric methylation in CGs is not well maintained in *S. kawagutii* compared to mouse or *Arabidopsis thaliana*. Low correlation might not be due to strict asymmetry in a single genome, but to diversity of methylation states in single-cell genomes. Coverage per strand has been limited to 10-15 as it captures most CG sites >10x in each sample and allows to compare similarly covered positions across species. (b) Comparison of methylation levels in CGs in genome windows of 100 bp between two samples of *S. kawagutii* cultured at different temperatures. Even though the distribution of methylation levels being high in both samples, the correlation is low. (c) Comparison of methylation levels in CH context in genome

windows of 100 bp between the same two samples. Windows with CH methylation under 0.1 represent most of the genome, and have been excluded for representation purposes. In stark contrast to methylation in the CG context, CH methylation is well conserved between samples. Both CH and CG windows were filtered for the same coverage (mean C coverage > 4x). CG windows required  $\geq 2$  CG sites to be shown as most windows in the genome lacked CG sites.

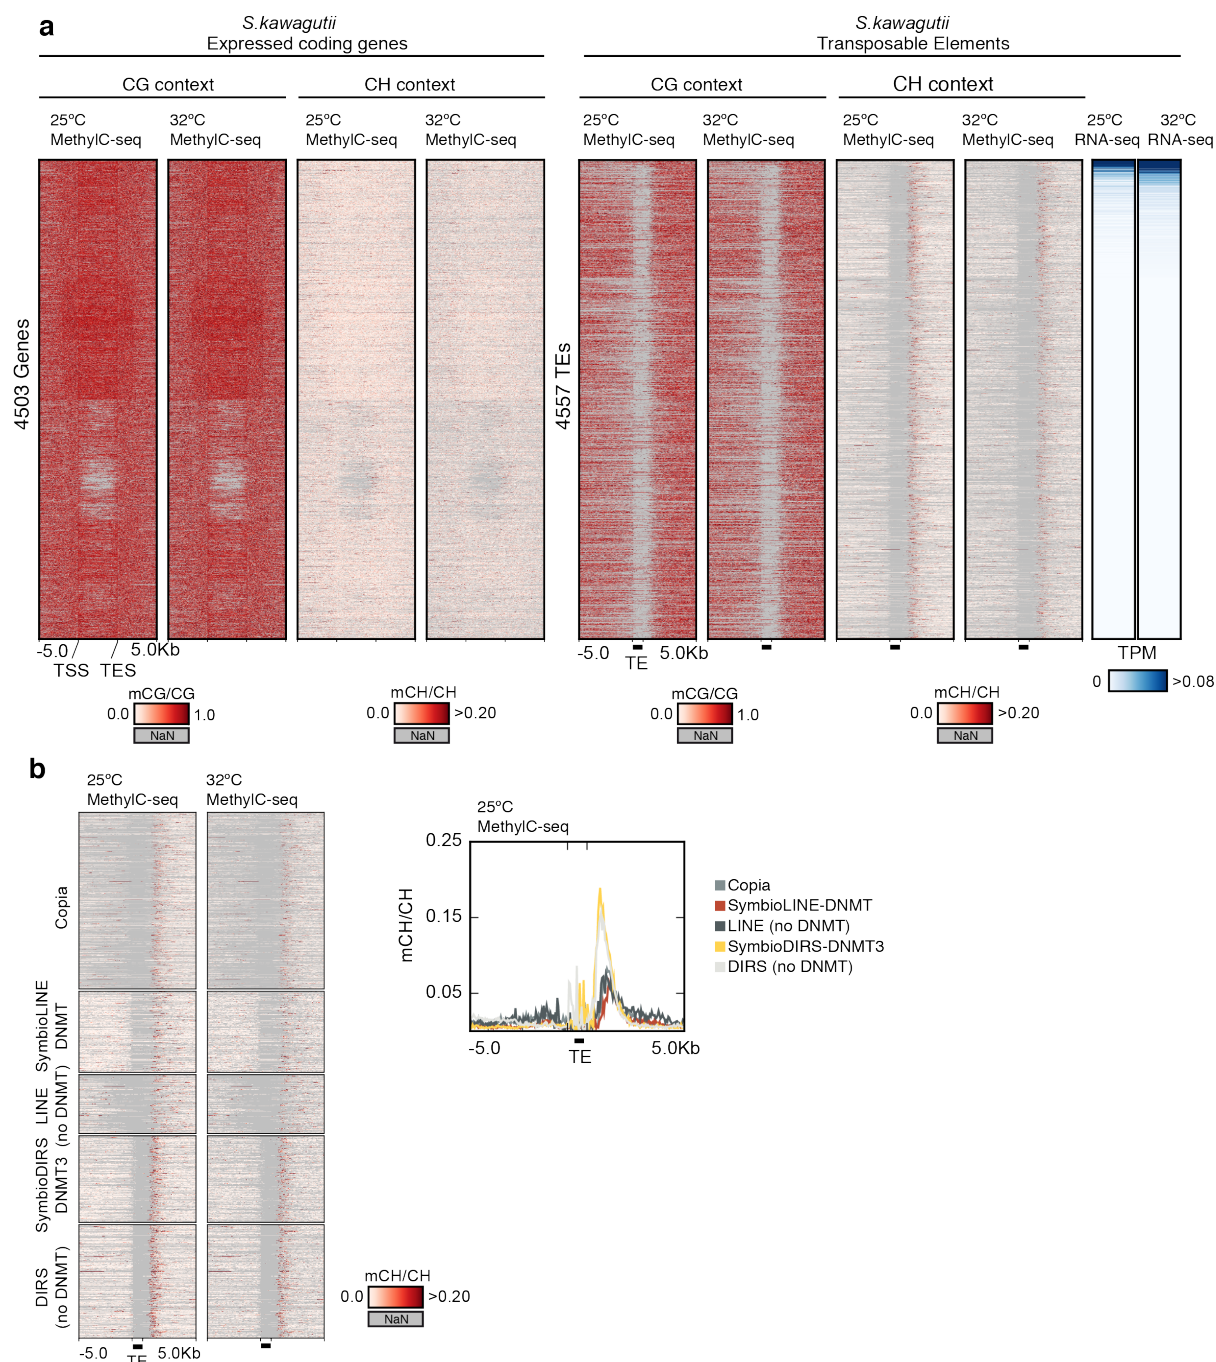

**Supplementary Figure 12. CG methylation is not linked to gene expression and CH methylation is enriched in transposable elements in *Symbiodinium*.** (a) Heatmaps showing methylation levels in the CG and CH contexts for both samples of *S. kawagutii*. Grey indicates missing values due to lack of coverage or missing CGs / CHs in that genomic window. Transposable elements are sorted according to expression level, shown in the right hand side. (b) Heatmap and profile of CH context methylation levels on transposable

elements classified by type. DIRS retrotransposons are the most highly methylated regardless of whether they encode a DNMT or not.

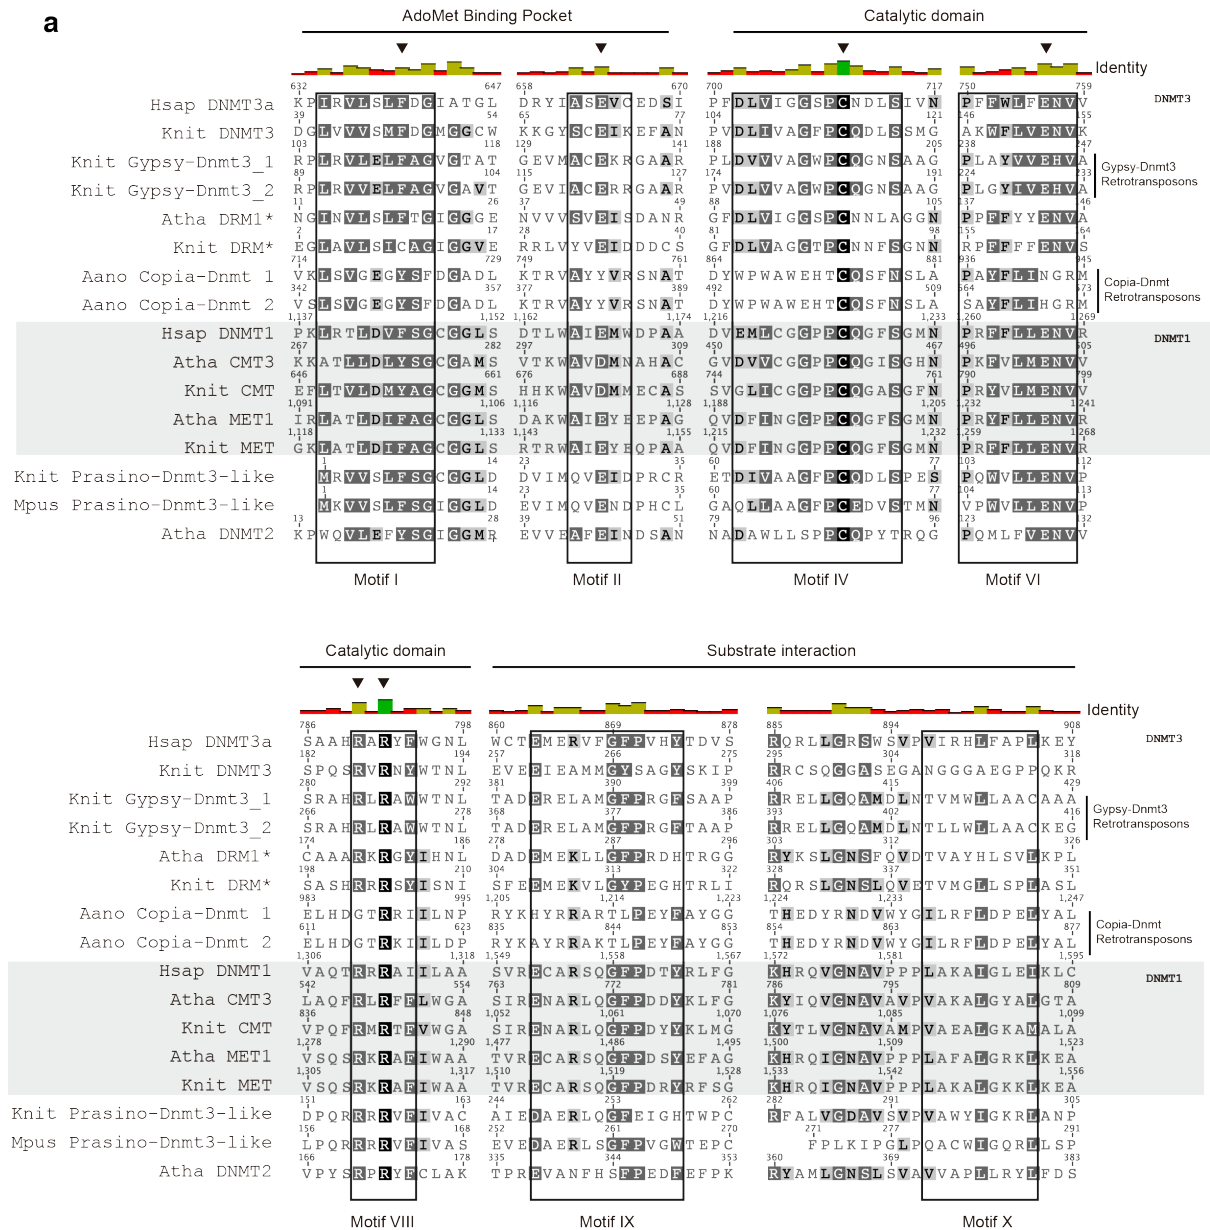

**Supplementary Figure 13. Sequence conservation of *Klebsormidium* retrotransposon associated DNMTs. (a)** Multiple sequence alignment showing representative sequences of the distinct DNMTs encoded in *K. nitens* compared to representatives of functionally characterized DNMT classes. Furthermore, *Aureococcus anophagefferens* Copia retrotransposons with a putative DNMT domain are also included. All the diagnostic

functional motifs<sup>1,2</sup> except Motif III are well conserved in most DNMTs. Motif X is not well conserved in *K. nitens* DNMT3 members. In contrast, *A. anophagefferens* Copia retrotransposons show many amino acid changes in the key conserved positions compared to the rest of the eukaryotic DNMTs. The functional amino acids are highlighted with a black triangle. Abbreviations: Hsap (*Homo sapiens*), Atha (*Arabidopsis thaliana*), Mpus (*Micromonas pusilla*), Kfla (*Klebsormidium nitens*), Aano (*A. anophagefferens*). **(b)** Comparison of Ka/Ks values among different copies of KnitGypsy-Dnmt3 DNMT domains.

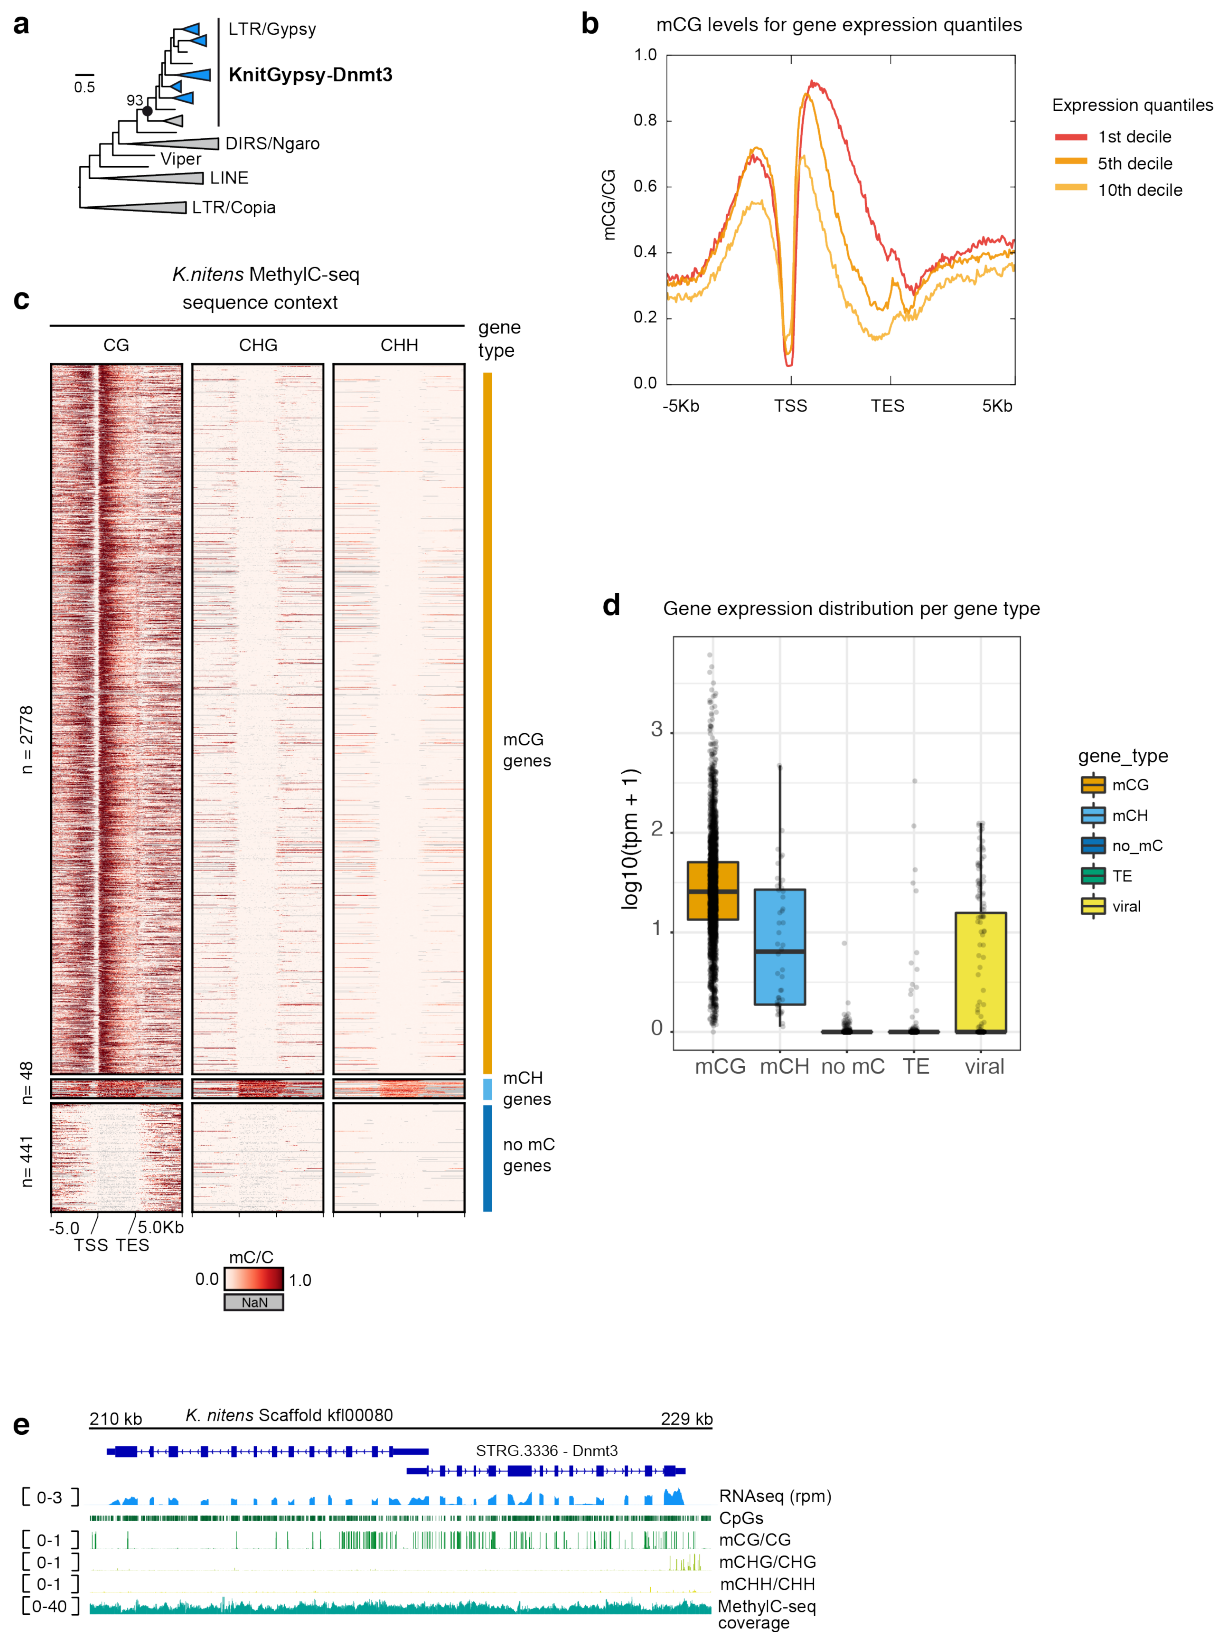

**Supplementary Figure 14. Sequence context specific methylation and gene transcription in *K. nitens*.** (a) Maximum likelihood phylogenetic tree of the reverse transcriptase domain showing the affiliation to Gypsy retrotransposon superfamily of KnitGypsy-Dnmt3 sequences. (b) Profile of CG methylation levels on gene bodies subdivided by decile of expression. Highly expressed genes show higher gene body methylation levels than lowly expressed genes. (c) Heatmaps showing methylation levels in CG, CHH and CHG contexts in a subset of filtered *K. nitens* genes (not including transposable elements or genes of viral origin). The filtering criteria for expressed genes required having annotated UTRs present or encoding conserved protein coding domains for silent genes. Clustering by k-means reveals that there are three types of genes according to the specific methylation context combination on their gene bodies. (d) Expression level distribution per gene type, classified as for panel (c) heatmap and including transposable elements and viral proteins. A highly reduced subset of transcribed genes are in regions enriched for CG, CHH and CHG methylation, an exception compared to all silent transposable elements or viral proteins found in those hypermethylated regions. Boxplot centre lines are medians, box limits are quartiles 1 (Q1) and 3 (Q3), whiskers are 1.5 x interquartile range (IQR) and points are outliers. (e) Genome browser display of the expressed multi-exonic Dnmt3 in *K. nitens*, showing tracks for RNA-seq and MethylC-seq, with methylation in the CG, CHH and CHG sequence contexts shown separately.

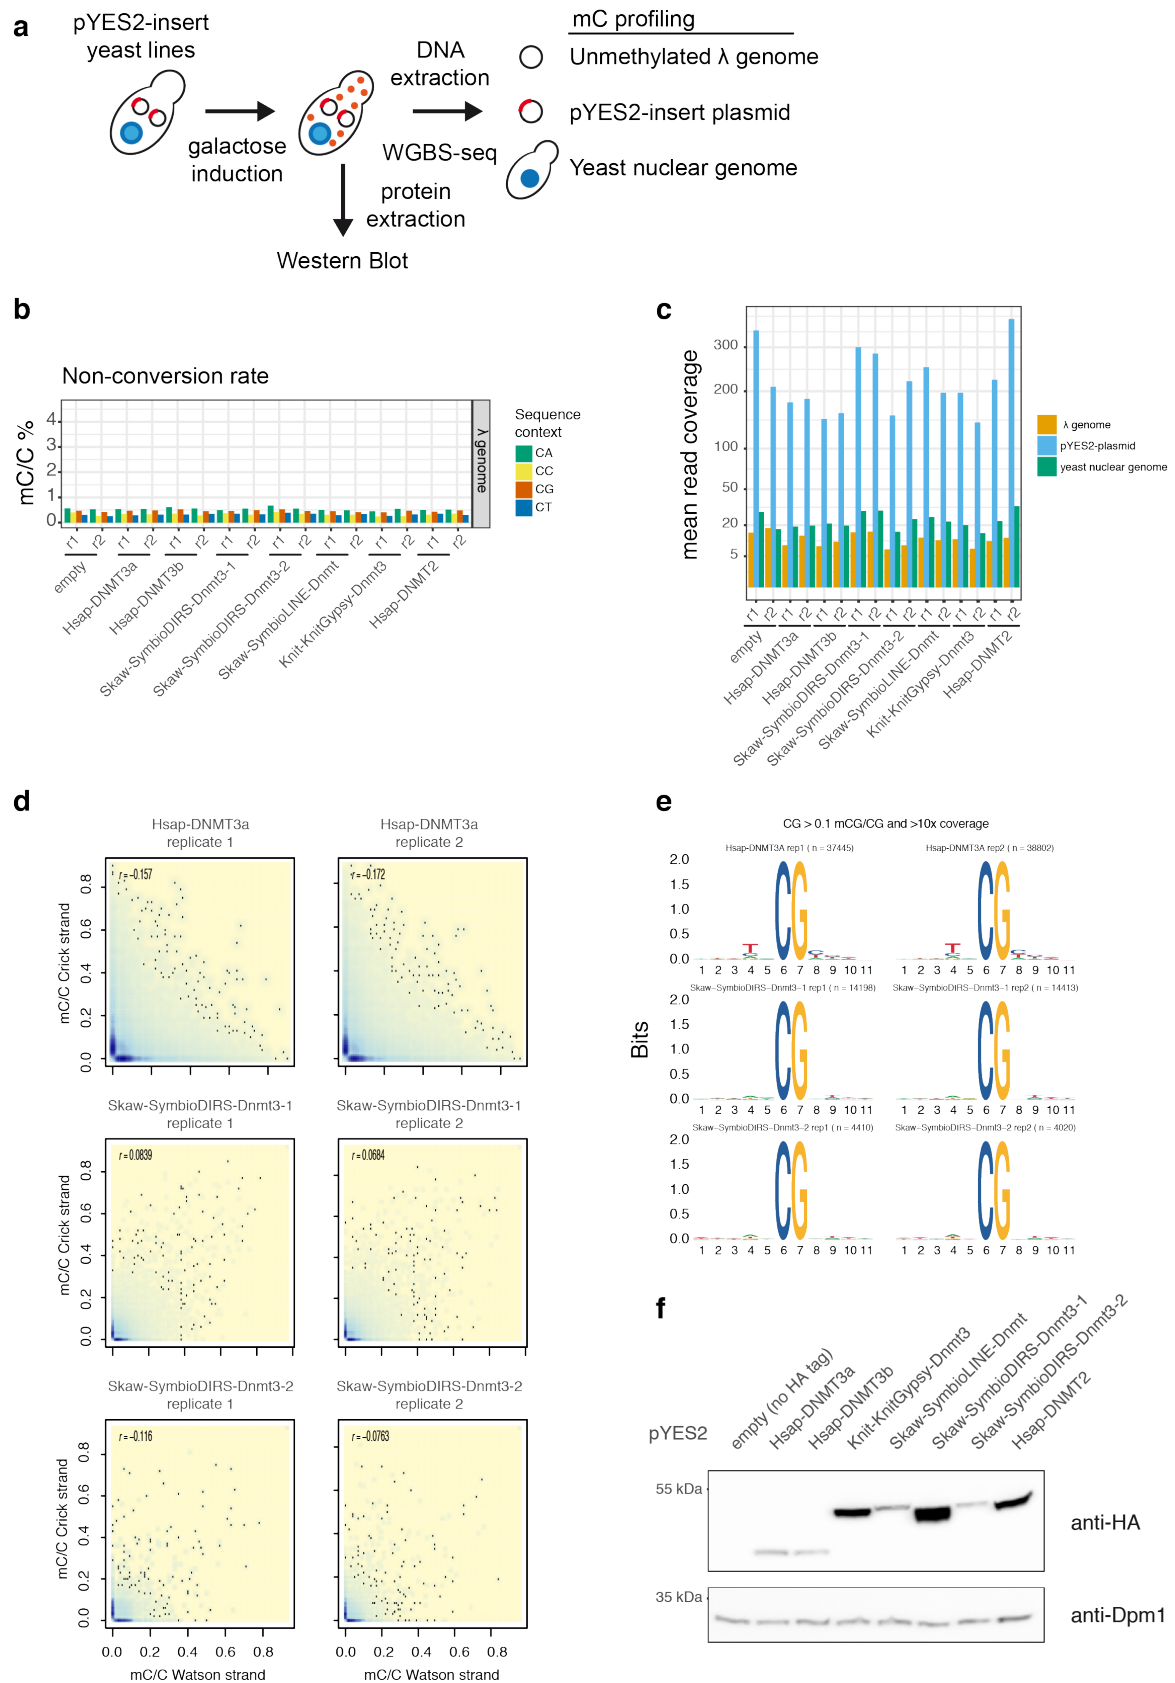

**Supplementary Figure 15. Experimental methylation induction in *S. cerevisiae*.** (a) Scheme of the experimental design followed. pYES2-insert transformed yeast cells grown in -URA medium to maintain the pYES2 plasmids. (b) Unmethylated spike-in lambda genome methylation as a measure for non-conversion rate in each experiment. (c) Mean read coverage per genomic compartment for each experiment. pYES2-insert plasmids are multi-copy in yeast as shown by extensive coverage compared to native yeast genome. Abbreviations: Hsap (*Homo sapiens*), Skaw (*S. kawagutii*), Kfla (*Klebsormidium nitens*). (d) Comparison of watson and crick strands methylation levels for sites where mC/C is above 0. None of the samples show evidence for symmetric methylation. (e) Sequence logo of the methylation sites where mC/C > 0.1 and coverage is above 10 for the three samples methylation induction was observed. (f) Western blot of whole cell extracts of yeast cells expressing the indicated constructs and grown for 24h at 30°C in the presence of galactose to induce expression of DNMTs. anti-HA antibodies (upper panel) were used to detect tested DNMTs and Dpm1 was used as a loading control (lower panel).

### Supplementary References

1. Jurkowska, R. Z., Jurkowski, T. P. & Jeltsch, A. Structure and Function of Mammalian DNA Methyltransferases. *Chembiochem* **12**, 206–222 (2011).
2. Gowher, H. *et al.* Mutational analysis of the catalytic domain of the murine Dnmt3a DNA-(cytosine C5)-methyltransferase. *J. Mol. Biol.* **357**, 928–941 (2006).
3. Huff, J. T. & Zilberman, D. Dnmt1-Independent CG Methylation Contributes to Nucleosome Positioning in Diverse Eukaryotes. *Cell* **156**, 1286–1297 (2014).

# Supplementary material for: Recurrent acquisition of cytosine methyltransferases into eukaryotic retrotransposons
**Source:** Nat Commun. 2018 Apr 9;9:1341. doi: 10.1038/s41467-018-03724-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary

## Description of Additional Supplementary Files

Supplementary Data 1.

**List of genomes surveyed in the study.** Excel file including all phylogenetic affiliations of the genomes used, their complete species names, abbreviation codes for each species, and number of CMT and MBD encoding genes in each genome.

How the deposited data were processed for this re-analysis (not part of the article)

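RNA-seq of *S. kawagutii* cultures kept for 48 h at 25 °C or 32 °C was analysed, with 1 library per temperature and no replicates. Which library belongs to which temperature was taken from the sample labels and the methods. The MethylC-seq of *Symbiodinium*, and the yeast samples, have no values in the files analysed here.

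The authors sequenced single-end stranded libraries, assembled transcripts with Stringtie from Hisat2 alignments, predicted intronless transposable element coding regions with Augustus, and quantified each library with Kallisto 0.42.3 against the best isoform per Stringtie gene plus the coding regions of transposable elements. The deposited estimated counts are not normalized and need not be whole numbers, because Kallisto divides reads that fit several targets. Counts very close to a whole number were taken as whole, as for MSTRG.22309.1 with 8.37e-05 at 25 °C. Whole counts therefore do not exclude shared reads. The deposited TPM values were computed by the authors' Kallisto run from the estimated counts and the effective lengths, and sum to the same total in each library. The methods also name uniquely mapped Hisat2 reads for quantification, and how these enter the values is not stated. The effective lengths differ between the libraries: for long targets without reads they are shorter than the target by a median of 249 bases (25 °C) and 204.47 bases (32 °C). TPM therefore changes with target length between the libraries even where counts do not.

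All 72100 targets occur in both libraries. Targets with Stringtie identifiers (67497) were taken as Stringtie transcripts and the remaining 4603 as transposable element coding regions. Comparisons of elements with and without a DNMT, and within LINE or DIRS elements, were not made, because the identifiers name neither. The estimated counts sum to 59257997 at 25 °C and 59503946 at 32 °C. The 10 targets with the most counts hold 2.2% and 3.0% of them. Shares of targets are given with Wilson 95% intervals, and 3 counts, the smallest share the depth can show, are 5.06e-06% and 5.04e-06% of the libraries.

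A target was called transcribed above 0.5 TPM, the threshold of the paper. Stringtie transcripts and transposable element coding regions were compared by a permutation test with 100000 resamples on the mean of log2(TPM + 1), across targets of 1 library. Between temperatures, the summed TPM of all elements was given as a log2 ratio, and levels of elements were compared by Spearman's rho across elements. For single targets, estimated counts were rounded to whole numbers and tested by an exact binomial test conditional on the sum of the 2 libraries, with TMM effective library sizes from edgeR 4.0.16 and Benjamini-Hochberg adjustment. The 67842 targets with at least 10 estimated counts in at least 1 library were tested, and those with an adjusted p under 0.05 and an absolute log2 fold change of at least 1 (prior count 2) were counted as different. edgeR's quasi-likelihood test could not be fitted with 1 library per temperature, and the exact binomial test covers read sampling only. Targets named in the text were chosen by a rule: those named in the paper's text or figures, the 10 transposable element coding regions with the highest TPM at 25 °C, and among the targets counted as different with at least 50 estimated counts in the higher library, the 5 largest increases and the 5 largest decreases.

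The tests were tested on simulated data in which 200 targets changed by a factor of 4. Counts were drawn with read sampling (Poisson) as the only variation, and the changed targets came from a middle range of counts. The exact binomial test recovered 200 of the 200 and called 1 unchanged target. It assumes this same variation, so the result does not show how many false calls it makes where cultures vary. edgeR's exact test recovered 184 with an assumed biological coefficient of variation of 0.2, and 0 with 0.4, so the latter setting has almost no power for changes of this size.

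Alternatives tried were TPM thresholds of 0.1 and 1, at least 5 estimated counts in place of TPM, pseudocounts of 0.1 and 0.01, other library size factors (total counts, and median-ratio size factors computed in R with DESeq2 1.42.0), other filters on low counts, TPM recomputed without the 10 targets with the most estimated counts at 25 °C, the 32 °C library in place of the 25 °C library, and edgeR's exact test with assumed coefficients of variation. The use of the 25 °C effective lengths for both libraries was added after seeing the data. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and R 4.3.3 were used.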

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

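The 32 °C RNA-seq library is shown in the paper only as tracks at single elements, and the results here were flagged because the 32 °C values of a genome-wide measure lie above those at 25 °C, or because the paper does not report on the targets. Predictions for each explanation were written down before its test where the measured value had not yet been seen, and the others are marked as made afterwards.

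The summed TPM of the 4603 transposable element coding regions was 78.9 at 25 °C and 141.545 at 32 °C, a log2 ratio of 0.84. Predictions made after the value was seen concern the effective lengths, the library size and the culture temperature. With the effective lengths of the 25 °C library in both, the log2 ratio was 0.261523, so most of the increase is consistent with the different effective lengths in the 2 deposited tables. The total estimated counts of the libraries differed by a log2 ratio of only 0.00597578. TPM sums to the same total in each library, so this comparison could not have shown library size as the source. Without the 10 targets with the most estimated counts the log2 ratio of summed TPM was 0.8386, so a few abundant targets do not account for the increase. As TMM-scaled estimated counts the log2 ratio was 0.22747 over all elements and 0.114349 over the 4429 elements with whole estimated counts in both libraries. The latter lies barely above 0.5 times the former, the limit set beforehand for shared reads as an explanation. The whole elements together went from 36554 to 38543 estimated counts, while 1 of them, g30291:g30289, fell from 5249 to 3395. The comparison with the limit therefore depends strongly on 1 element. The 174 elements whose counts were not whole in at least 1 library had a log2 ratio of 0.284 and carried 83.2% of the increase in TMM-scaled counts. They held 68520.6 of the 105075 estimated counts of all elements at 25 °C, so an equal rise everywhere would also give them most of the increase. Reads shared between near-identical copies are not ruled out as a source of what remains. The 83.2% was computed after the log2 ratios had been seen. Whether the remaining increase comes from temperature or from other differences between the cultures or libraries cannot be told, since each temperature has 1 library and no batch is given.

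At 32 °C, 33 coding regions exceeded 0.5 TPM, against 24 at 25 °C. With the 25 °C effective lengths applied to the 32 °C library, a setting chosen after seeing the data, the number was 24. The higher number could therefore come from the same difference in effective lengths, and by this criterion no temperature effect on the number was detectable. Other criteria, which do not use effective lengths, differed between the libraries. Coding regions without estimated counts numbered 4051 at 25 °C and 3591 at 32 °C, and those with at least 5 numbered 460 and 487. With 1 library per temperature, these differences cannot be assigned to temperature.

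Between the temperatures, 4316 of 67842 tested targets (6.4%) differed by the exact binomial test with an absolute log2 fold change of at least 1, 1653 of them higher at 32 °C and 2663 lower. Among the 413 transposable element coding regions tested, 211 differed, 112 higher and 99 lower. Estimated counts that are not whole, a sign of reads shared with other targets, were found in 16.4% of the targets that differed and in 8.17% of those tested that did not, as predicted before the test if shared reads contributed. Of the targets that differed, 3608 were taken as whole in both libraries, 1387 of them higher at 32 °C and 2221 lower. That class can hold targets with shared reads. MSTRG.22309.1, with 8.37e-05 estimated counts at 25 °C, was taken as whole. The 3608 therefore do not set a limit on how much shared reads explain. Variation between cultures was examined by assuming a biological coefficient of variation of 0.4 in edgeR's exact test, under which 101 targets differed. That setting recovered 0 of 200 simulated changes by a factor of 4, so it cannot separate variation between cultures from an effect of temperature. No biological reading of the 4316 is possible without replicate cultures.

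The most abundant target at 32 °C, MSTRG.618.1 (1075 bases), took 1.85633% of all estimated counts at 32 °C and 0.94% at 25 °C, a ratio of 2.04 and a log2 ratio of 1.03102 in TMM-scaled counts. Its estimated count at 25 °C was 554940. The files print 6 significant digits, so a count of this size cannot show whether reads were shared with other targets. The target has no gene name or sequence in the files, so contamination with RNA of another organism, or a ribosomal or organellar transcript, was not tested. With 1 library per temperature, temperature and differences in library preparation cannot be told apart here. The predictions for this target were made after its counts were seen.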

How the results depend on the processing

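All alternatives were listed before the processed files arrived, except the use of the 25 °C effective lengths in both libraries. The difference in mean log2(TPM + 1) between Stringtie transcripts and transposable element coding regions kept its direction and its side of the threshold under every alternative. Of the 92 rows for the 23 named targets, 87 kept direction and side of the threshold (adjusted p and absolute log2 fold change of at least 1 together), 3 went past the fold change minimum and 2 reversed. The 3 were blast2_157 at 1.01, g11480:g11481 at 1.23 and blast2_893 at 1.20, each with log2((TPM + 0.1) ratio) in place of counts. TPM has no test of its own here, so the p of the count test was kept in these rows.

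The share of transposable element coding regions called transcribed was 0.52% above 0.5 TPM, 1.39% above 0.1 TPM and 9.99% with at least 5 estimated counts, and their number went from 24 to 64 and 460 under the same settings. The criterion of at least 5 estimated counts admits elements with a handful of reads. The count of active elements depended on the criterion more than on anything else tried. The share of Stringtie transcripts was 98.62% above 0.5 TPM and moved beyond its narrow interval under every setting: 99.80% above 0.1 TPM, 94.49% above 1 TPM, 99.78% with at least 5 estimated counts, 99.34% in the 32 °C library and 98.72% without the 10 targets with the most estimated counts.

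The log2 ratio of summed element TPM, 0.842, was 0.227 with counts scaled by TMM, 0.231 with median-ratio size factors and 0.262 with the 25 °C effective lengths in both libraries (chosen after seeing the data). These settings remove the difference between the libraries' effective lengths. It was 0.825 for coding regions with at least 5 estimated counts in at least 1 library, which drops elements with few reads.

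Spearman's rho of element TPM between temperatures, 0.287, was 0.845 for the 95 coding regions above 0.1 TPM in at least 1 library, 0.381 for the 666 with at least 5 estimated counts in at least 1 library, and 0.504 over all 4603 coding regions. These settings differ only in which coding regions enter, the last adding those without reads in both libraries. What lowers the main value was not tested.

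The number of targets with different abundance, 4316, was 973 with edgeR's exact test at an assumed biological coefficient of variation of 0.2, 101 at 0.4 and 38029 without a fold change minimum. The depth makes small differences pass a test of read sampling, and the assumed variation decides how many remain.

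For MSTRG.49556.1 the log2 fold change of −0.106 reversed to 0.452 with log2((TPM + 0.1) ratio), and for g30291:g30289 that of −0.590 reversed to 0.014. TPM at 32 °C is higher for long targets through the effective lengths.

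The replicate block was not run because each temperature has 1 library, and the yeast samples that share replicate labels have no values in the files analysed here. For the same reason no fit without a replicate exists. The comparisons of DIRS and LINE coding regions with and without a DNMT, the share transcribed among DNMT coding regions alone, and the change of summed DNMT retrotransposon transcription were not run, together with their alternatives, because the identifiers name neither class nor DNMT.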

Differences from the paper's values

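For transposable elements of *S. kawagutii* above 0.5 TPM, 24 coding regions were counted in the 25 °C library against the paper's 15. The paper's number was also filtered by MethylC-seq coverage, a step that could not be repeated. Of the alternatives set before the files arrived, a threshold of 1 TPM gave 18, within 1.5 times the paper's number. A threshold of 0.1 TPM (64), at least 5 estimated counts (460), the 32 °C library (33) and TPM without the 10 targets with the most estimated counts (25) did not come within it, and neither did the 32 °C library with the 25 °C effective lengths (24), a setting chosen after seeing the values.

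The paper states that temperature leaves the transcription of the displayed SymbioDIRS-Dnmt3 copy unaffected, and for the SymbioLINE-Dnmt copy it reports no apparent effect on transcript abundance. In the files, TMM-scaled counts at 32 °C were 1.33 times those at 25 °C for blast2_157 and 1.66 times for g11480:g11481, with 1 library per temperature and no replicate check. The measures are unlike, since the paper judged browser tracks and these are estimated counts over the matched targets. Neither element had whole counts, so both ratios also depend on how shared reads were divided. Targets of 5000 bases or more had a median log2 ratio of 0.16 in the same unit.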

Other observations

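Some targets had at least 50 estimated counts in one library and fewer than 1 in the other. There were 68 of them, 55 found at 25 °C only and 13 at 32 °C only. MSTRG.20339.1, for example, went from 2252.15 estimated counts at 25 °C to 0 at 32 °C, and MSTRG.58891.1 from 0.01 to 602.715. In 60 of the 68 (88.2353%) the estimated count in the higher library was not whole, against 7.7% of the 65018 other targets with at least 50 counts. They had a median length of 298 bases, against 613 bases for the other targets. This prediction was written after the fractional counts of some of them had been seen. The pattern may therefore arise from reads that fit near-identical targets equally and that Kallisto gave to one target in one library and to another in the other. Presence or absence by temperature cannot be separated from this with 1 library per temperature, and the 10 targets with the largest increases and decreases should be read with that in mind.

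The largest log2 fold changes among the targets that differed were 8.25 for MSTRG.58891.1, 7.37 for MSTRG.22309.1, 6.88 for MSTRG.500.1, 5.67 for g51256 and 5.41 for MSTRG.6042.1 (increases), and −10.12 for MSTRG.20339.1, −9.32 for MSTRG.68.1, −8.71 for MSTRG.439.1, −8.70 for MSTRG.60084.1 and −8.56 for MSTRG.54191.1 (decreases). Of these, g51256 is a transposable element coding region, and it had 98.8 estimated counts at 32 °C and 0 at 25 °C. Where a library had almost no counts, the size of the fold change is set by the prior count. With a prior count of 0.5 in place of 2, it was 10.23 for MSTRG.58891.1 and −12.12 for MSTRG.20339.1. MSTRG.60084.1, with 12.84 estimated counts at 32 °C, moved only to −8.86.

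Stringtie gene numbers 1 to 1000 stand apart from the other gene numbers grouped here. The blocks do not hold all 67497 Stringtie transcripts, and those outside the blocks were left out. Grouped in blocks of 1000 by number, the 66 blocks had log2 ratios of TMM-scaled counts between −0.08 and 0.07, except the first block, with 0.50. It held 3.16% of all estimated counts at 25 °C and 4.33% at 32 °C. Without MSTRG.618.1 the log2 ratio of that block was 0.197579, so most of the shift comes from a single target. This was predicted before the test for a few targets taking most of the counts. The shares of the block and of MSTRG.618.1 fix that outcome, so it describes the shift and is not an independent test. The ratio that remains is still outside the range of the other blocks.

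Within the first block, 243 of 969 tested targets (25.1%) differed between the temperatures, 51 higher and 192 lower at 32 °C. In the other blocks, 5.4% of 64734 tested targets differed. Tested Stringtie transcripts outside the blocks entered neither group. By the totals given above, they too differed more often than targets of the other blocks. Estimated counts were not whole in 65.1% of the first block's targets, against 7.6% elsewhere in the blocks. Among targets with whole counts in both libraries, 9.46746% of 338 differed in the first block and 5.19% of 59834 elsewhere, under the factor of 2 set before the test. Among targets with counts that were not whole, 33.3% of 630 differed in the first block and 7.8% of 4898 elsewhere. At the rates seen elsewhere, the first block's mixture of whole and not whole targets would give 6.9% in place of 25.1%. The excess thus lies mostly among targets with shared reads, but having shared reads does not by itself account for it. The last comparison was made after the other values had been seen. What these genes are was not tested, since the files hold neither sequences nor positions, and no biological explanation was tested.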
